# DNA Replication Is an Integral Part of the Mouse Oocyte’s Reprogramming Machinery

**DOI:** 10.1371/journal.pone.0097199

**Published:** 2014-05-16

**Authors:** Bingyuan Wang, Martin J. Pfeiffer, Caroline Schwarzer, Marcos J. Araúzo-Bravo, Michele Boiani

## Abstract

Many of the structural and mechanistic requirements of oocyte-mediated nuclear reprogramming remain elusive. Previous accounts that transcriptional reprogramming of somatic nuclei in mouse zygotes may be complete in 24–36 hours, far more rapidly than in other reprogramming systems, raise the question of whether the mere exposure to the activated mouse ooplasm is sufficient to enact reprogramming in a nucleus. We therefore prevented DNA replication and cytokinesis, which ensue after nuclear transfer, in order to assess their requirement for transcriptional reprogramming of the key pluripotency genes *Oct4 (Pou5f1)* and *Nanog* in cloned mouse embryos. Using transcriptome and allele-specific analysis, we observed that hundreds of mRNAs, but not Oct4 and Nanog, became elevated in nucleus-transplanted oocytes without DNA replication. Progression through the first round of DNA replication was essential but not sufficient for transcriptional reprogramming of *Oct4* and *Nanog*, whereas cytokinesis and thereby cell-cell interactions were dispensable for transcriptional reprogramming. Responses similar to clones also were observed in embryos produced by fertilization *in vitro.* Our results link the occurrence of reprogramming to a previously unappreciated requirement of oocyte-mediated nuclear reprogramming, namely DNA replication. Nuclear transfer alone affords no immediate transition from a somatic to a pluripotent gene expression pattern unless DNA replication is also in place. This study is therefore a resource to appreciate that the quest for always faster reprogramming methods may collide with a limit that is dictated by the cell cycle.

## Introduction

When gently manipulated and properly cultured *in vitro*, most metaphase II (MII) mouse oocytes receiving a somatic cell nucleus transplant (SCNT) give rise to cloned embryos that recapitulate features of normal cleavage e.g. pluripotent gene expression albeit with a time delay [1]. Collectively these features are named ‘oocyte-mediated reprogramming’. This reprogramming machinery has been proposed to work astoundingly fast, with genes being reactivated within 24 hours after SCNT [2]. The components of the oocyte’s reprogramming machinery are known only in part. Maternal-effect factors [3], [4] make good candidates. Additional candidates are portrayed through a set of 28 proteins referred to as the ‘reprogrammome’ [5]. One would also like to link these candidate reprogramming factors to specific mechanisms. However, analyzing the reprogramming mechanism(s) is convoluted because multiple processes like DNA replication and cell divisions coincide with the reprogramming itself.

In particular, DNA replication temporarily disrupts the chromatin-nucleosome structure, providing a window of opportunity for oocytic reprogramming factors to gain access to key DNA sequences and to activate pluripotency genes that are silent in the somatic nucleus, such as *Oct4* (*Pou5f1*) and *Nanog*. In addition to being more accessible, key DNA sequences are also transiently hemimethylated during DNA replication i.e. carry reduced DNA methylation, which may facilitate derepression of silent somatic genes needed in the cloned embryo. *Oct4* is the best-studied gene of developmental pluri/totipotency. It encodes a POU-domain transcription factor that is essential for the survival of primordial germ cells and for the maintenance of a pluripotent state in inner cell mass (ICM) and embryonic stem (ES) cells [7], [8]. Along with OCT4, NANOG is another key transcriptional regulator expressed by pluripotent cells. Like OCT4, NANOG is required for the maintenance of pluripotency in mouse ICM and ES cells [9]. These two genes start to be expressed at the 4- to 8-cell stage of mouse development.

The requirement of DNA replication for reprogramming is mostly unexplored in oocytes, as opposed to reprogramming systems with high-throughput capacities, such as cell fusion and transcription factor (*Oct4, Sox2, c-Myc, Klf4*)-induced pluripotency [10]. After fusion between cells of different species e.g. human fibroblasts or B cells and mouse ES cells, the induction of human pluripotency genes e.g. *Oct4* and *Nanog* was detected in heterokaryons that were 94% negative for 5-Bromo-2′-deoxyuridine incorporation [11], but not in heterokaryons that were treated with the DNA polymerase inhibitor aphidicolin [12]. These contrasting results attest to the uncertainty that surrounds the role of DNA replication in reprogramming. When fusion was conducted between cells of the same species e.g. mouse F9 embryonal carcinoma (EC) cells and mouse *Oct4-GFP* transgenic neural stem cells (NSCs), the induction of the pluripotency marker OCT4-GFP was observed within 24 hours of fusion, suggesting that reprogramming occurred in one cell cycle and that a single round of DNA replication was sufficient [13]. In transcription factor-mediated reprogramming, increasing the rate of somatic cell division by inhibition of the p53/p21 pathway or by overexpression of *Lin28* accelerated the kinetics of induced pluripotent stem (iPS) cell formation [14]. However, Xu and colleagues reported that removing the pro-mitogenic *c-Myc* from the cocktail (*Oct4, Sox2, Klf4* but without *c-Myc*) or adding cell cycle inhibitors at the early stage of reprogramming increased the efficiency of iPS cell induction [15].

In immature *Xenopus* oocytes that were each transplanted with 100–200 human somatic nuclei, the human *Oct4* locus was activated without DNA replication, as shown by RT-PCR detection of human Oct4 mRNA 4 days after SCNT into the germinal vesicle [16]. An approach similar to *Xenopus* is infeasible in mammalian oocytes, which are small and fragile. Following SCNT of single nuclei in mouse oocytes, the embryonic cell cycle is often delayed, resulting in cloned embryos with fewer cells [1], perhaps due to delayed DNA replication. Interestingly, treatment of cloned embryos with trichostatin A or caffeine brings forward the initiation of DNA replication and the timing of the first cleavage [17]–[19].

In the present study, we sought to clarify whether the mere exposure of a cumulus cell nucleus to the activated mouse ooplasm, skipping DNA replication, allows for the transition from a somatic to a pluripotent gene expression pattern, as measured by transcriptional reprogramming of the pluripotency-associated genes *Oct4* and *Nanog*. Therefore we used allele-specific assays to distinguish between reprogrammed somatic mRNAs and preexisting oocytic mRNAs, in order to see how the somatic mRNAs would be expressed when the first or the second round of DNA replication is suppressed in SCNT embryos treated with aphidicolin (Aph). In the former case, the DNA of the transplanted nucleus would not be replicated at all, while in the latter case one single round of replication would be complete, allowing for opening of chromatin and access of oocytic factors. The use of Aph not only blocks DNA replication but also prevents cell division (cytokinesis) and therefore the establishment of a multicellular structure including cell-cell contacts. Thus, we tested for a possible role of cell-cell interactions in oocyte-mediated reprogramming using a different pharmacological treatment with cytochalasin B (CB); CB inhibits cytokinesis but not DNA synthesis. Our results show that nuclear transfer alone affords no immediate transition from a somatic to an Oct4- and Nanog-positive gene expression pattern, unless DNA replication is also in place in the mouse ooplasm. Unlike DNA replication, cell division and thereby cell-cell interactions are not necessary for transcriptional activation of these genes.

## Results

### Change of Gene Expression Pattern Occurs without DNA Replication after SCNT

To pursue the changes in transcription that result from SCNT and exchange of nucleus-cytoplasmic factors, the DNA replication that normally ensues after SCNT was inhibited using aphidicolin (Aph). Aph is a deoxyribonucleotide analogue competing with deoxycytidine triphosphate (dCTP) incorporation. It potently inhibits all replicative and most repair-associated DNA polymerases leading to cell cycle arrest at the G1/S phase border [20], [21].

Embryos were produced by SCNT or intracytoplasmic sperm injection (ICSI) (Figure 1A) using a scheme in which the oocyte and the nucleus donor’s mRNAs can be distinguished from each other by single nucleotide polymorphisms (SNPs) (Figure 1B). Enucleated C3H/HeN oocytes were transplanted with single nuclei from C57Bl/6J cumulus cells; intact C3H/HeN oocytes were injected with C57Bl/6J sperm. For ease of description we call these constructs C3HxB6. The resultant pronuclear oocytes (6 hours post activation, hpa) and 2-cell embryos (24 hpa) were both allocated randomly to two groups: one treated with 2 µg/ml Aph in the culture medium (Aph^+^) to suppress DNA replication, the other left untreated (Aph^−^) to allow DNA replication. Because Aph induces cell cycle arrest, Aph^+^ pronuclear oocytes remain at the 1-cell stage, Aph^+^2-cell embryos remain at the 2-cell stage, while Aph^−^ specimens can divide and progress in development (Figure 1A). Although the effect of Aph is considered to be reversible, reversibility and toxicity of Aph are dose- and time-dependent in mouse embryos [22]. The mouse embryos of this study could not resume with cleavage when 2 µg/ml Aph was washed off after 6-hour treatment.

**Figure 1:**
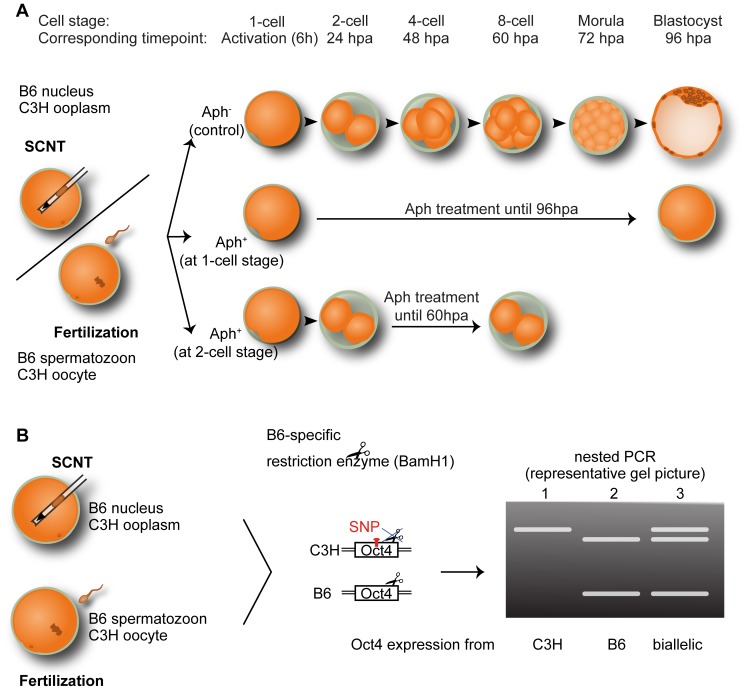
Experimental design for distinguishing the allelic origin of Oct4 mRNA in SCNT and fertilized embryos. (**A**) Enucleated C3H/HeN (for brevity, C3H) oocytes were transplanted with C57Bl/6J (for brevity, B6) cumulus cell nuclei to produce SCNT embryos, which were cultured in the presence of aphidicolin (Aph) or in normal medium, resulting in G1/S phase arrested pronuclear oocytes or in cleavage stages, respectively. Fertilized embryos were produced with intact C3H oocytes and B6 sperm and cultured the same way as the SCNT embryos. hpa: hours past activation. (**B**) Oct4 transcript from the C3H and B6 mouse strains can be distinguished by a restriction-enzyme-sensitive single nucleotide polymorphism (SNP). Oct4 transcript from C3H remains uncut (565 bp), while Oct4 transcript from B6 is cut (429 bp and 136 bp). If found positive for β-actin mRNA, embryos were then processed and analyzed individually.

The effectiveness and selectivity of Aph toward DNA synthesis was confirmed by analyzing the incorporation of nucleotide analogues into DNA and mRNA. Incorporation of 5-ethynyl-2′-deoxyuridine (EdU) and 5-ethynyl uridine (EU) into DNA and mRNA, respectively, was measured using Click-iT imaging technology. Treatment with Aph prevented EdU incorporation into DNA (Figure 2A,A’) but not EU incorporation into mRNA (Figure 2B,B’,C,C’,D,D’), consistent with the effects reported in sea urchin embryos [23]. Thus, mRNA transcription still occurs with suppressed DNA replication, albeit at a seemingly reduced level. Therefore, we asked if the global mRNA profile characteristic of normal development is also reproduced when DNA replication is suppressed, featuring the accumulation of mRNAs e.g. Oct4 and Nanog over time [24]. At 96 hpa mRNA was extracted from pools of Aph^+^ embryos (1 cell-arrested) that were sampled randomly, and from Aph^−^ embryos that were sampled regardless of the stage attained so as to respect the initial proportions of pronuclear oocytes that were competent vs. not competent for development. These mRNA samples were collected in triplicates from both SCNT and fertilized embryos, and were subjected to microarray analysis.

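RNA from pools of fertilized and SCNT embryos was hybridized to Illumina mouse BeadChips, whose beads carry probes for known transcripts. The values analysed here come from 13 arrays: 3 of fertilized Aph- embryos, 3 of fertilized Aph+ embryos, 3 of SCNT Aph- embryos, 1 of SCNT Aph+ embryos, 1 of MII oocytes and 2 of cumulus cells, the cell type whose nuclei were transplanted. The paper gives triplicates for the embryo groups, and Aph at 2 µg/ml from 6 to 96 hpa. The sample labels call the 3 arrays of an embryo group untimed, 96 h and blastocyst, whereas Table S1 of the paper gives 96 hpa for all embryos. The 3 arrays were taken as replicates of a group. Nothing in the labels or the text says that they came from separate cultures, so p-values measure only the spread between these pools. The labels also name in vitro fertilization and B6C3F1 oocytes and cumulus cells, where the text names ICSI, C3H/HeN oocytes and C57Bl/6J nuclei or sperm. The labels and the text name different amplification kits. The column of the SCNT Aph+ array is named Aph+SCNTBla, a title no sample has, and was taken as the only Aph+ SCNT sample, whose sample type is given as blastocyst. Table S1 sets the embryos against 6 hpa and the text against MII oocytes, which is the reference used here.
The deposited values are mean bead intensities on a linear scale, with no background subtraction and no normalization, each with a detection p-value that gives the share of negative control beads that were brighter. The mean intensity per array was 316 to 374 in fertilized Aph- embryos, 184 to 313 in SCNT Aph- embryos, 116 to 129 in fertilized Aph+ embryos and 89.8 on the SCNT Aph+ array. It was 289 for the MII oocytes and 145 to 465 for the cumulus cells. Of the probes on the chip, 9157 to 9487 were detected above background in fertilized Aph- embryos, 7673 to 8691 in SCNT Aph- embryos, 5793 to 6711 in fertilized Aph+ embryos, 6134 on the SCNT Aph+ array, 6713 in the MII oocytes and 6794 to 9715 in the cumulus cells. Intensities were corrected for background, quantile normalized and put on the log2 scale with neqc of limma. This gives dim and bright arrays the same distribution, so a rise or fall is relative to the other mRNAs of an array and is not an amount per embryo. For example, the brightest Actb probe had an intensity of 1057 on the SCNT Aph+ array and 1095 in the oocyte. After normalization its log2 values were 12.6 and 9.66. Probes detected at p under 0.01 on at least 1 array were kept, and the brightest probe stood for each gene symbol, which left 9787 genes. A single limma model with 6 groups gave every log2 difference, standard error and adjusted p, so that the MII oocyte and SCNT Aph+ groups, with 1 array each, were assumed to vary like the other groups. Those groups did not vary alike. Arrays correlated at 0.845 to 0.851 within fertilized Aph+, 0.980 to 0.987 within fertilized Aph- and 0.971 to 0.974 within SCNT Aph- embryos. The shared spread can thus make p-values of Aph+ groups too small. Where a probe was not detected on any array of 1 of the 2 groups compared, the fold is given as a lower bound, from the mean of the detected group to the detection limit of the other group, or to its value where that was higher. The number of arrays limits the precision of every value.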

**Figure 2:**
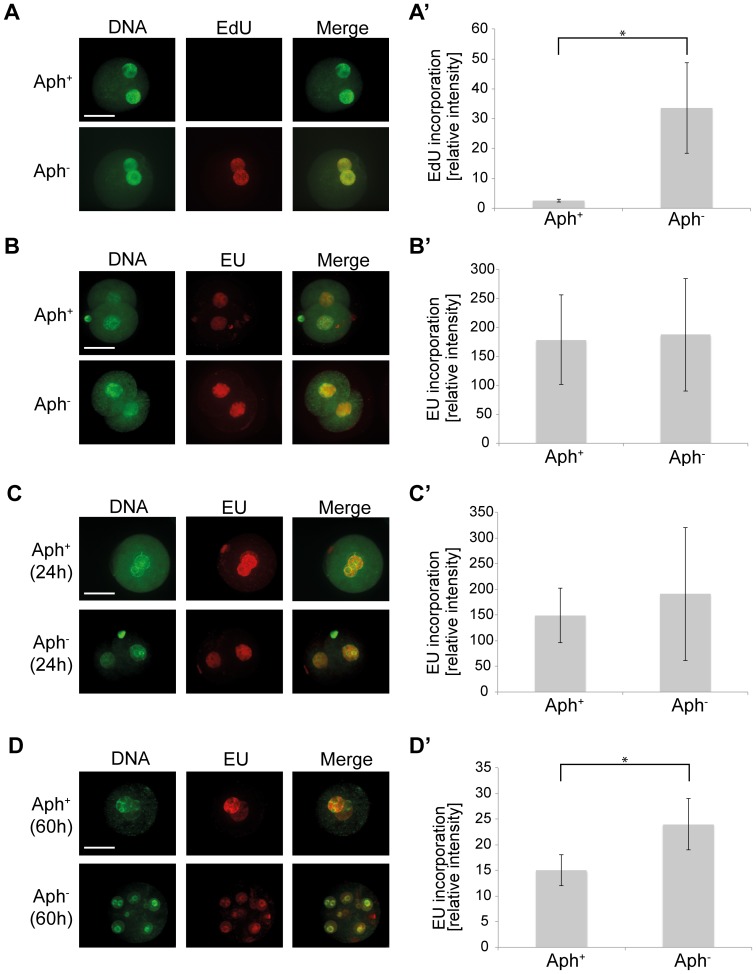
Aphidicolin effectively and selectively inhibits DNA synthesis in fertilized embryos. In mouse development the first round of DNA replication occurs at the pronuclear stage and the major wave of embryonic genome activation occurs at the 2-cell stage. While the deoxyribonucleotide analogue 5-ethynyl-2′-deoxyuridine (EdU) was incorporated into newly synthesized DNA of aphidicolin-negative (Aph^−^) pronuclear oocytes, no EdU incorporation was detected in Aph^+^ pronuclear oocytes that were treated with 2 µg/ml Aph for 6 hours (**A, A’**). When 2-cell embryos in G1 phase were cultured with the ribonucleotide analogue 5*-*ethynyl uridine (EU), EU was incorporated into newly synthesized mRNA regardless of the 6-hour Aph treatment (**B, B’**). When Aph treatment was protracted after 6 hours, EU incorporation was unchanged after 24 hours (**C, C’**) and was reduced after 60 hours (**D, D’**). Incorporation of EdU and EU was revealed using Click-iT imaging technology. Fluorescence images were taken on a Nikon TE2000 microscope fitted with an UltraView RS3 confocal module, and the fluorescence signals indicative of EdU and EU incorporation were quantified using ImageJ. Scale bar 40 µm. Statistical significance was calculated using t-test with p≤0.05.

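Embryos kept without DNA replication held mRNAs that were scarce or not detected in the MII oocyte. In fertilized Aph+ embryos Dppa4, a marker of pluripotent cells, was at least 156-fold higher than in the oocyte (log2 difference 8.03, standard error 0.27, adjusted p = 3.25e-07 from limma, 3 arrays against 1), and Guca1a, a calcium sensor of photoreceptors, was at least 102-fold higher (7.93, standard error 0.69, adjusted p = 1.69e-05). On the SCNT Aph+ array Ifngr2, a chain of the interferon gamma receptor, was at least 28.0-fold higher (5.75, standard error 0.58, adjusted p = 1.14e-04), and Trub2, an enzyme that modifies uridine in RNA, was at least 23.1-fold higher (5.73, standard error 0.50, adjusted p = 6.34e-05). Mos, the kinase that holds oocytes at metaphase II, fell in both kinds of Aph+ embryo, by 7.27 on the log2 scale after SCNT and by 7.38 after fertilization, which is at least 49.5-fold and at least 53.0-fold lower.
Genes of oxidative phosphorylation, which make ATP in mitochondria, rose in both relative to the other mRNAs of the arrays. Of 68 measured, 38 were higher and none was lower on the SCNT Aph+ array (42 higher and 1 lower when adjusted over the list alone), and 36 were higher and none was lower in fertilized Aph+ embryos (40 and none over the list alone). The median log2 difference was 1.92 after SCNT and 1.63 after fertilization, or 1.57 and 1.09 with undetected probes at their bound (adjusted p = 5.25e-11 and 2.93e-09 from limma's camera test, and adjusted p = 0.00484 and 0.00895 with an estimated correlation). Ndufa2, a subunit of respiratory complex I, rose at least 9.01-fold after SCNT and at least 20.7-fold after fertilization. Of 36 proteasome genes, which degrade tagged proteins, 21 were higher and 4 lower on the SCNT Aph+ array (24 and 4 over the list alone), and 23 were higher and 3 lower in fertilized Aph+ embryos (26 and 3 over the list alone). Their medians were 1.83 and 1.88, or 1.70 and 1.64 at the bounds (adjusted p = 2.60e-05 and 3.43e-05 from camera). With an estimated correlation neither proteasome call held (adjusted p = 0.116 and adjusted p = 0.145 with an estimated correlation). Psmd13, a subunit of its regulatory cap, rose by 3.63 and 3.71 on the log2 scale. Of 70 genes of the mitochondrial ribosome, 26 were higher and 6 lower after SCNT (27 and 6 over the list alone), and 30 were higher and 8 lower after fertilization (31 and 9 over the list alone). Their medians were 1.17 and 1.03, or 0.74 and 0.89 at the bounds (camera adjusted p = 0.00204 and 4.45e-04, and adjusted p = 0.276 and adjusted p = 0.237 with an estimated correlation). Of 47 genes typical of the oocyte, 23 were lower and 6 higher on the SCNT Aph+ array (24 and 6 over the list alone), and 27 were lower and 6 higher in fertilized Aph+ embryos, with the same counts over the list alone. Their medians were -1.20 and -1.55, or -0.93 and -1.50 at the bounds (camera adjusted p = 0.00184 and 5.13e-04, and adjusted p = 0.282 and adjusted p = 0.269 with an estimated correlation). Dazl, an RNA-binding protein of germ cells, was at least 15.3-fold lower after SCNT and fell by 4.50 on the log2 scale after fertilization.
Cumulus cells also held these groups above the oocyte, with medians of 2.08 for oxidative phosphorylation, 1.66 for the proteasome and 1.13 for the mitochondrial ribosome, and the SCNT Aph+ array correlated with the 2 cumulus arrays at 0.859 and 0.869, against 0.631 with the oocyte array. These correlations are across genes, which are not independent replicates. In all, 1648 genes were higher and 1607 lower on the SCNT Aph+ array than in the oocyte, and 1796 were higher and 2143 lower in fertilized Aph+ embryos (limma, adjusted p under 0.05 and at least 2-fold). With each array scaled to its 75th percentile the SCNT counts were 1191 and 2077, so that their balance rests on the scaling, and with only the groups compared in the fit the fertilized counts were 831 and 902.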

The results of the transcriptome analysis indicate that a subset (≈25%) of embryonic genes can still be upregulated when DNA replication is suppressed from the first round (Figure 3A,B). We used the criterion of ≥2-fold abundance increase relative to MII oocytes - the common starting material of SCNT and fertilization. For SCNT, 5246 mRNAs increased ≥2-fold in the Aph^−^ group (with DNA replication); of these mRNAs, 1342 (25.6%) also increased in the Aph^+^ group (without DNA replication) (Figure 3A). 

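SCNT embryos that replicated their DNA gained mRNAs of the first epithelium of the embryo. Fabp3, a fatty acid carrier, was at least 81.5-fold higher than in the MII oocyte (log2 difference 7.84, standard error 0.50, adjusted p = 2.73e-06 from limma, 3 arrays against 1), and Krt18, a keratin of the trophectoderm, was at least 67.8-fold higher (7.45, standard error 0.78, adjusted p = 4.39e-05). Cdx2, the transcription factor that sets the trophectoderm apart, was at least 63.5-fold higher (7.42, standard error 0.71, adjusted p = 2.55e-05). On the SCNT Aph+ array Krt18 was at least 4.55-fold higher than in the oocyte, while Tfap2c, another trophectoderm regulator, fell by 4.85. Of 36 trophectoderm genes, 21 were higher and 1 lower in SCNT Aph- embryos, with the same counts over the list alone (median 2.09, or 1.18 at the bounds, camera adjusted p = 2.54e-05, and adjusted p = 0.0584 with an estimated correlation). On the SCNT Aph+ array 9 were higher and 2 lower, with the same counts over the list alone, and the median of -0.04 (0 at the bounds, and 0.18 with 75th percentile scaling), the mean of 0.27 and the camera test (direction up, adjusted p = 0.569) differed in sign.
Of 32 markers of cumulus cells, 20 were higher and none lower on the SCNT Aph+ array (23 and none over the list alone), with a median of 2.19, or 1.49 at the bounds (camera adjusted p = 3.76e-07, and adjusted p = 0.0803 with an estimated correlation). Among them Timp1, an inhibitor of matrix proteases, rose 12.2-fold (adjusted p = 0.00596 from limma), and Akr1cl, a steroid-metabolizing enzyme, rose 14.5-fold with an adjusted p = 0.0382 that lay above 0.05 in several other settings. In SCNT Aph- embryos 4 of these markers were higher and 7 lower (3 and 3 over the list alone). On the oocyte array itself 13 of the 32 markers were detected, and the log2 values there were 8.54 for Timp1 and 8.84 for Akr1cl. A marker can thus be lower because of signal on that single reference array, whose source was not tested. Of 17 genes of glycolysis, 9 were higher and 1 lower on the SCNT Aph+ array (11 and 1 over the list alone), with a median of 1.95, or 1.83 at the bounds (camera adjusted p = 0.00313, and adjusted p = 0.228 with an estimated correlation). Ldha, which makes lactate, rose 16.7-fold, and Bpgm, which makes bisphosphoglycerate, was at least 41.8-fold lower. Of 36 stress response genes, 17 were higher and 4 lower, with the same counts over the list alone and a median of 1.84, or 0.68 at the bounds (camera adjusted p = 0.0175, and adjusted p = 0.0803 with an estimated correlation). Hsp90b1, a chaperone of the endoplasmic reticulum, rose 18.7-fold, and Nupr1, a stress-induced regulator, rose 22.6-fold. Cumulus cells lay above the oocyte in the same groups, with medians of 2.33 for the cumulus markers, 1.72 for glycolysis and 2.06 for the stress response. Of 53 DNA replication genes, 20 were lower and 4 higher on the SCNT Aph+ array (24 and 5 over the list alone), with a median of -1.29, or -0.83 at the bounds (camera adjusted p = 6.44e-04, and adjusted p = 0.0313 with an estimated correlation). Mcm2, part of the replicative helicase, was at least 13.7-fold lower, and Cdc45, its partner, at least 12.5-fold lower. Of 43 mitosis genes, 18 were lower and 5 higher (20 and 5 over the list alone), with a median of -1.54, or -0.72 at the bounds (camera adjusted p = 6.44e-04, and adjusted p = 0.0803 with an estimated correlation). In cumulus cells the medians of these lists were -2.29 for DNA replication and -2.07 for mitosis.
By the criterion of the paper, a mean at least 2-fold over the oocyte array, 2854 genes were raised in SCNT Aph- embryos, 2642 on the SCNT Aph+ array and 1635 in both. This is 57.3% of the Aph- genes (95% Wilson interval 55.5 to 59.1, which covers counting error only), and 1517 of the 1635 were detected on the Aph+ array. Of the 2642 genes, 2132 (80.7%) were also at least 2-fold higher in cumulus cells than in the oocyte, where independent lists would share 775. Of the SCNT Aph- genes 64.0% were, and all these lists share the oocyte array. For the 1635 genes, independent lists of the same sizes would share 770 genes, and simulated unchanged groups set against the same oocyte array shared 199, so part of the excess may come from the shared array, which cannot be split.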

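In fertilized embryos Cdx2, the trophectoderm factor, was at least 79.3-fold higher than in the MII oocyte with DNA replication (log2 difference 7.74, standard error 0.71, adjusted p = 2.08e-05 from limma, 3 arrays against 1). Without it, Spz1, a transcription factor best known from the testis, was at least 124-fold higher than in the oocyte (8.40, standard error 0.59, adjusted p = 5.62e-06), and Ddit4l, an inhibitor of mTOR signalling, was at least 96.1-fold higher (7.59, standard error 0.64, adjusted p = 1.40e-05). Both belong to a list of genes transcribed at the 2-cell stage, when the mouse embryo activates its genome. Of its 29 measured members, 25 were higher and none lower in fertilized Aph+ embryos (26 and none over the list alone), with a median of 4.25, or 3.18 at the bounds (camera adjusted p = 1.90e-10, and adjusted p = 0.145 with an estimated correlation). In fertilized Aph- embryos 6 were higher and 3 lower (6 and 2 over the list alone), with a median of 0.28 that was -0.04 with 75th percentile scaling (camera adjusted p = 0.339). On the SCNT Aph+ array 2 were higher and 2 lower (2 and 1 over the list alone), with a median of 0.09 against a mean of -0.19, and in SCNT Aph- embryos 9 were higher and 1 lower (8 and 1 over the list alone). The latter median was 1.31, or 0.42 at the bounds (camera adjusted p = 0.0221, and adjusted p = 0.538 with an estimated correlation). The difference in the Aph effect between SCNT and fertilized embryos passed limma's interaction test for 24 of the 29 genes, all lower after SCNT.
Of 36 trophectoderm genes, 21 were higher and 1 lower in fertilized Aph- embryos (22 and 1 over the list alone), with a median of 2.39, or 1.91 at the bounds (camera adjusted p = 4.33e-06, and adjusted p = 0.0440 with an estimated correlation). In fertilized Aph+ embryos 7 were higher and 3 lower (6 and 3 over the list alone), with a median of 0.33, or 0 at the bounds (camera adjusted p = 0.382). Tead4, which acts upstream of Cdx2, was among those that rose, at least 42.8-fold with replication and at least 7.54-fold without. Of 36 stress response genes, 13 were higher and 4 lower in fertilized Aph+ embryos, with the same counts over the list alone (median 0.53, camera adjusted p = 0.107). Dnajb9, a cochaperone of the endoplasmic reticulum, rose 76.0-fold. Of 32 genes of the p53 response, 9 were higher and 6 lower (10 and 7 over the list alone, camera adjusted p = 0.745), among them Bbc3, which promotes apoptosis, at least 35.0-fold higher, and Gadd45b, a sensor of DNA damage, at least 19.7-fold higher. Of 5 measured sperm markers, 3 were higher and 1 lower, with the same counts over the list alone and a median of 3.16, or 2.02 at the bounds (camera adjusted p = 0.211). Ldhc, the lactate dehydrogenase of sperm, rose 12.8-fold and was also detected in the oocyte, and Spam1, a hyaluronidase of sperm, fell by 3.60.
Counted at 2-fold over the oocyte array in the mean, 2870 genes were raised in fertilized Aph- embryos, 2552 in fertilized Aph+ embryos and 1601 in both, which is 55.8% of the Aph- genes (95% Wilson interval 54.0 to 57.6). Of the 1601 genes, 1266 were detected on all 3 Aph+ arrays. When every array of a group had to pass, the share was 43.0%. Independent lists would share 748 genes, and simulated unchanged groups set against the shared oocyte array had 201 in common, which again bounds only part of what a single control array may add. Of the fertilized Aph- genes 64.7% and of the fertilized Aph+ genes 52.7% were at least 2-fold higher in cumulus cells than in the oocyte, which again rests on the shared oocyte array.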

For fertilization, 3753 mRNAs increased ≥2-fold in the Aph^−^ group; of these mRNAs 967 (25.8%) also increased in the Aph^+^ group (Figure 3B; these differently expressed genes are listed in Table S1). We asked if the mRNAs that increased ≥2-fold during suppressed DNA replication had any special functional annotation. 

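Ribosomal protein genes made up the most strongly raised of the groups of RNA and protein synthesis. Of 55 measured, 40 were higher and 1 lower on the SCNT Aph+ array and 45 were higher and 1 lower in fertilized Aph+ embryos, with the same counts over the list alone. Their median log2 differences from the MII oocyte were 2.54 and 3.32, or 2.51 and 3.32 at the bounds (camera adjusted p = 8.42e-13 and 1.17e-17, and adjusted p = 0.0803 and adjusted p = 0.0869 with an estimated correlation). Rps26, a protein of the small subunit, rose 18.1-fold after SCNT (4.18, standard error 0.43, adjusted p = 1.22e-04 from limma, 1 array against 1) and 49.3-fold after fertilization (5.62, standard error 0.35, adjusted p = 3.12e-06, 3 arrays against 1), and Rpl27, of the large subunit, was at least 7.37-fold lower after SCNT. Of 46 translation factors, 17 were higher and 5 lower after SCNT, with the same counts over the list alone, and 17 were higher and 9 lower after fertilization (17 and 10 over the list alone). Their medians were 0.63 and 0.65, or 0 and 0.18 at the bounds (camera adjusted p = 0.0325 and 0.0365, and adjusted p = 0.0803 and adjusted p = 0.106 with an estimated correlation). With 75th percentile scaling the SCNT Aph+ counts were 11 higher and 12 lower, and with the authors' deposited values the list did not pass in fertilized Aph+ embryos (camera adjusted p = 0.0677). Eef1g, a subunit of the elongation factor complex, rose by 3.53 after SCNT and by 3.64 after fertilization, and Eif4e, which binds the mRNA cap, was at least 4.72-fold lower after SCNT.
Of 127 mRNA processing genes, 47 were higher and 17 lower in fertilized Aph+ embryos (48 and 18 over the list alone), with a median of 0.56, or 0.46 at the bounds (camera adjusted p = 0.00330, and adjusted p = 0.106 with an estimated correlation). On the SCNT Aph+ array 27 were higher and 20 lower, with the same counts over the list alone and a median of 0.02 (camera adjusted p = 0.528), and with 75th percentile scaling 19 were higher and 32 lower, with a median of -0.13. In SCNT Aph- embryos 39 were higher and 14 lower, with the same counts over the list alone and a median of 0.47 (camera adjusted p = 0.0659), and in fertilized Aph- embryos 38 were higher and 14 lower (38 and 13 over the list alone), with a median of 0.54, or 0.09 at the bounds (camera adjusted p = 0.0256, and adjusted p = 0.138 with an estimated correlation). Snrnp25, a protein of the minor spliceosome, was at least 57.0-fold higher in fertilized Aph+ embryos (6.24, standard error 0.26, adjusted p = 5.97e-07), and Snrpd2, a core protein of spliceosomal particles, at least 37.6-fold higher (5.84, standard error 0.46, adjusted p = 9.29e-06). On the SCNT Aph+ array Srsf1, a splicing factor, rose 18.2-fold (4.18, standard error 0.44, adjusted p = 1.46e-04), and Lsm4, which acts in splicing and mRNA decay, rose 12.2-fold (3.61, standard error 0.53, adjusted p = 8.06e-04). Of 90 rRNA processing genes, 24 were higher and 8 lower after SCNT (24 and 9 over the list alone) and 47 were higher and 6 lower after fertilization (49 and 6 over the list alone). Their medians were 0.46 and 1.60, or 0.05 and 1.26 at the bounds (camera adjusted p = 0.0419 and 1.01e-08, and adjusted p = 0.427 and adjusted p = 0.106 with an estimated correlation). Bop1, which matures the large ribosomal subunit, was at least 18.6-fold higher after fertilization. Of 25 aminoacyl tRNA synthetases, which load tRNAs, 7 were higher and 3 lower after SCNT and 5 were higher and 6 lower after fertilization, with the same counts over the list alone (camera adjusted p = 0.526 and 0.989). Cumulus cells lay above the oocyte by a median of 2.79 for ribosomal proteins, 0.93 for translation factors, 0.71 for rRNA processing and 0.07 for mRNA processing.
Among the genes at least 2-fold over the oocyte in Aph- embryos, the share also raised in Aph+ embryos was set against 10000 random lists of the same size and similar expression. For ribosomal proteins it was 43 of 50 after fertilization (percentile 99.95) and 41 of 46 after SCNT (percentile 97.4). For mRNA processing it was 38 of 49 after fertilization, 77.6% against a random median of 63.3% (percentile 98.4), and 30 of 49 after SCNT, 61.2% against 69.4% (percentile 9.89). For translation factors it was 19 of 29 after fertilization (percentile 51.8) and 19 of 27 after SCNT (percentile 42.5), and for rRNA processing 50 of 58 (percentile 100) and 30 of 53 (percentile 3.05).

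**Figure D1:**
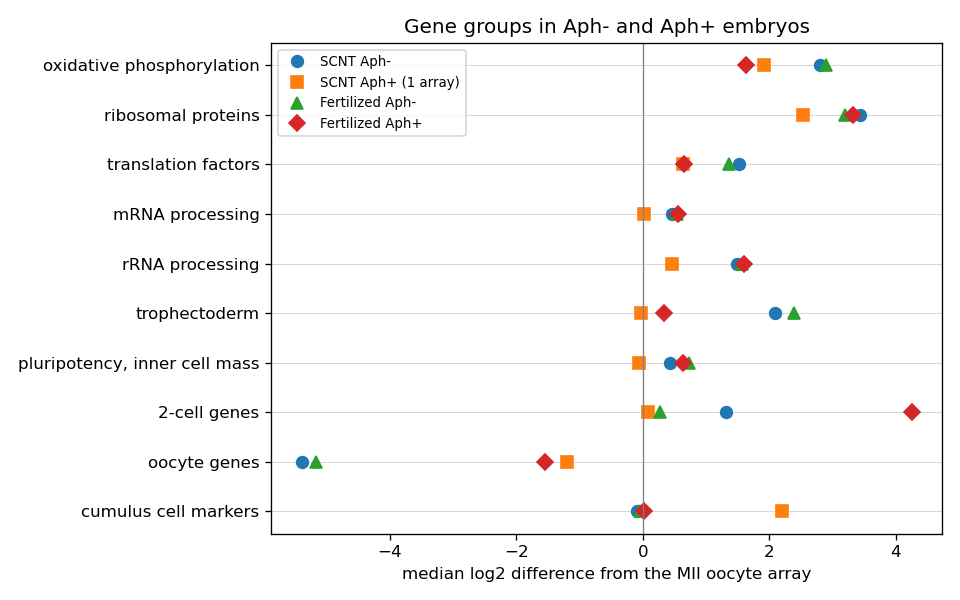
Median log2 difference from the MII oocyte array (horizontal axis) of 10 gene lists (vertical axis) in SCNT and fertilized embryos with and without Aph, 1 point per embryo group. Ribosomal proteins lie at 2.54 on the SCNT Aph+ array and at 3.32 in fertilized Aph+ embryos, and mRNA processing at 0.02 (-0.13 with 75th percentile scaling) and 0.56.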

Gene ontology (GO) terms of the GO ‘biological process’ featured highly significant enrichment in the terms ‘mRNA processing’ and ‘translation’, after both SCNT and fertilization (FDR, q<0.01 with Benjamini-Hochberg correction for multiple comparisons, Table S1).

**Figure 3:**
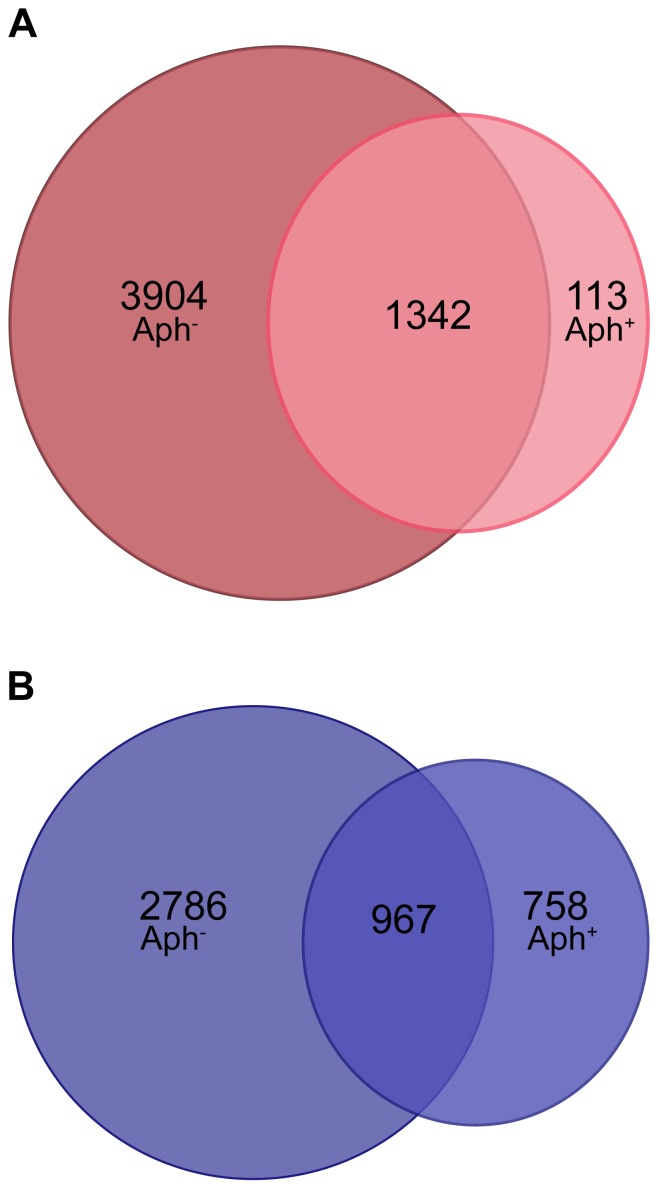
Venn diagram of transcripts elevated ≥2-fold in embryos treated or not treated with aphidicolin. Pronuclear oocytes were cultured in the presence of aphidicholin (Aph) from 6 to 96 hours post activation (hpa), and compared with sibling embryos that were not treated so as to appreciate how many mRNAs are upregulated regardless of the cell cycle progression. (**A**) Venn diagram showing mRNAs that accumulate after SCNT when the first round of embryonic DNA replication is suppressed (Aph^+^) in comparison to mRNAs that accumulate when the embryo can cycle normally (Aph^−^). (**B**) Venn diagram showing mRNAs that accumulate after fertilization when the first round of embryonic DNA replication is suppressed (Aph^+^) in comparison to mRNAs that accumulate when the embryo can cycle normally (Aph^−^). In both SCNT and fertilization, mRNAs were considered whose abundance increased at least 2-fold compared to MII oocytes.

### First Round of DNA Synthesis is Necessary for Transcriptional Activation of Somatic and Sperm *Oct4* Gene

The previous analysis was performed on samples consisting of multiple oocytes; although this is a necessary strategy for global characterization, it obscures the heterogeneity of nucleus-transplanted oocytes. To analyze *Oct4* gene expression in individual nucleus-transplanted oocytes, mRNA was isolated from Aph^+^ and Aph^−^ embryos that were sampled at 24, 48, 60, and 72–96 hpa, which would correspond to the 2-cell, 4-cell, 8-cell and morula/blastocyst stage (Figure 1A). Experiments were repeated 6–7 times and embryos were processed individually. After mRNA extraction, reverse transcription and PCR, samples were analyzed for the housekeeping mRNA β-actin and processed further if positive. The cDNA of C3H/HeN Oct4 mRNA (oocytic) cannot be cut by the restriction enzyme BamH1, whereas the cDNA of C57Bl/6J Oct4 mRNA (somatic or sperm) can be cut (Figure 4A), allowing to discriminate if its origin was somatic (after SCNT)/paternal (after ICSI) or oocytic.

**Figure 4:**
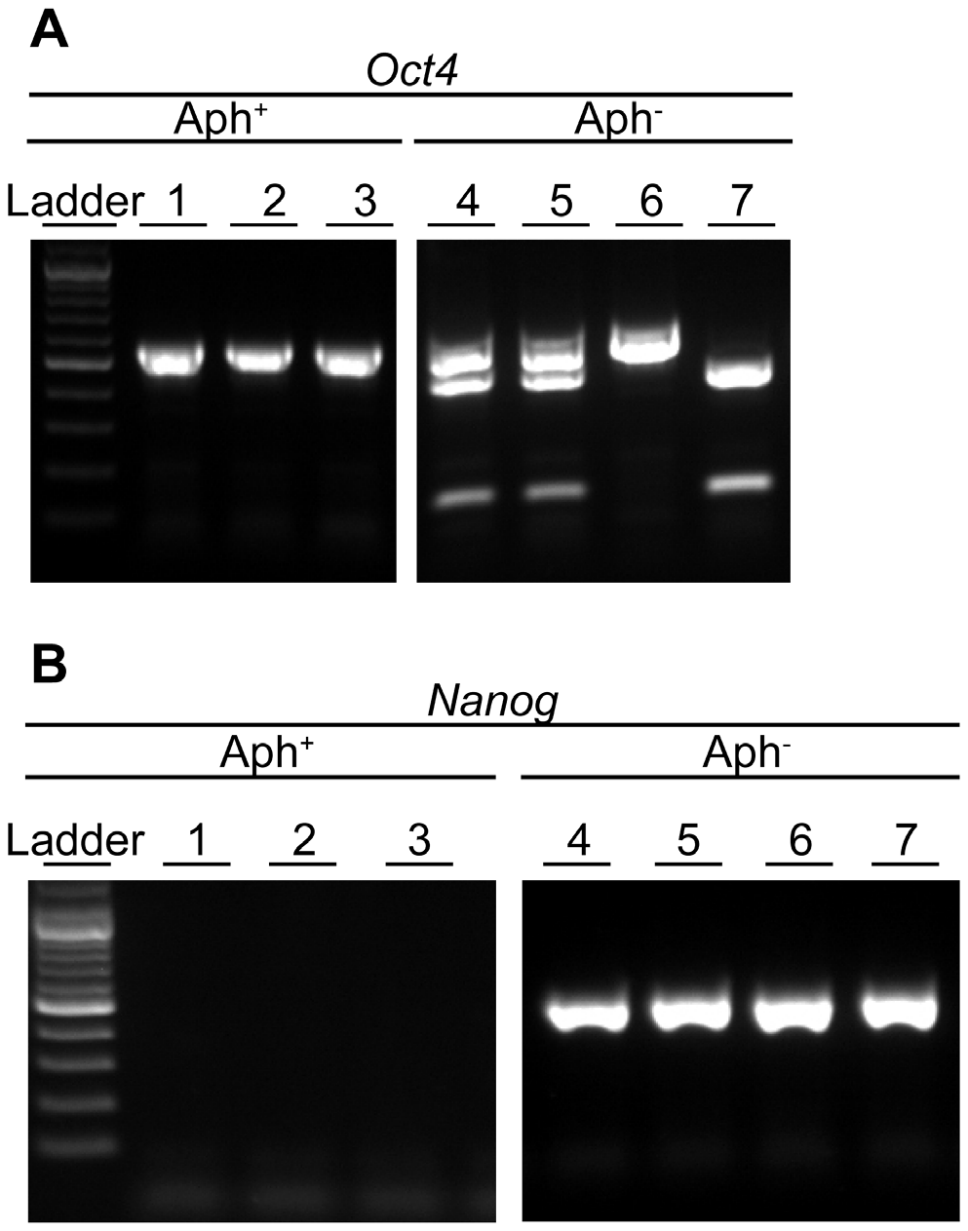
Representative images of individual embryos analyzed by allele-specific PCR for Oct4 and Nanog mRNA. All of the embryos subjected to Oct4 (**A**) and Nanog (**B**) analysis were previously found positive for β-actin mRNA. Gel pictures show 7 embryos analyzed for Oct4 and 7 embryos analyzed for Nanog. (**A**) Oct4 transcripts from 3 Aph^+^ embryos are only maternal (C3H/HeN amplicon, single band uncut), whereas Oct4 transcript from 4 Aph^−^ embryos are either maternal (no reprogramming) or somatic (C57Bl/6J reprogrammed, cut) or paternal (C57Bl/6J sperm, cut). (**B**) Aph^+^ embryos have no Nanog transcript whereas Aph^−^ embryos have Nanog transcript from either the C3H/HeN or the C57Bl/6J allele.

We compared the frequencies of Oct4 mRNA expression in Aph^+^ and Aph^−^ specimens (β-actin mRNA positive) using the chi-square test. The results of RT-PCR analysis are summarized in Table 1. At 24 hpa C57Bl/6J Oct4 mRNA was not detected in any of the C3HxB6 embryos analyzed (data not shown). At 48, 60 and 72–96 hpa, 7%, 0% and 4% of the Aph^+^ SCNT embryos expressed the C57Bl/6J Oct4 mRNA, respectively, as compared to 13%, 36% and 64% of Aph^−^ counterparts (see Table 1 for pairwise comparisons; pooled, p = 4.04E-07; Figure 5A). Analogous to SCNT, after ICSI Aph^+^ embryos presented reduced frequencies of C57Bl/6J Oct4 mRNA, as compared to Aph^−^ embryos (see Table 1 for pairwise comparisons; pooled, p = 9.17E-11; Figure 5A). Notably, a substantial proportion of SCNT and ICSI embryos positive for β-actin mRNA were negative for Oct4 mRNA, whether C3H/HeN or C57Bl/6J (Table 1). By contrast, 100% (12/12) and 75% (9/12) of oocytes and blastocysts recovered *in vivo* and processed immediately for analysis were positive for Oct4 mRNA (data not shown).

**Figure 5:**
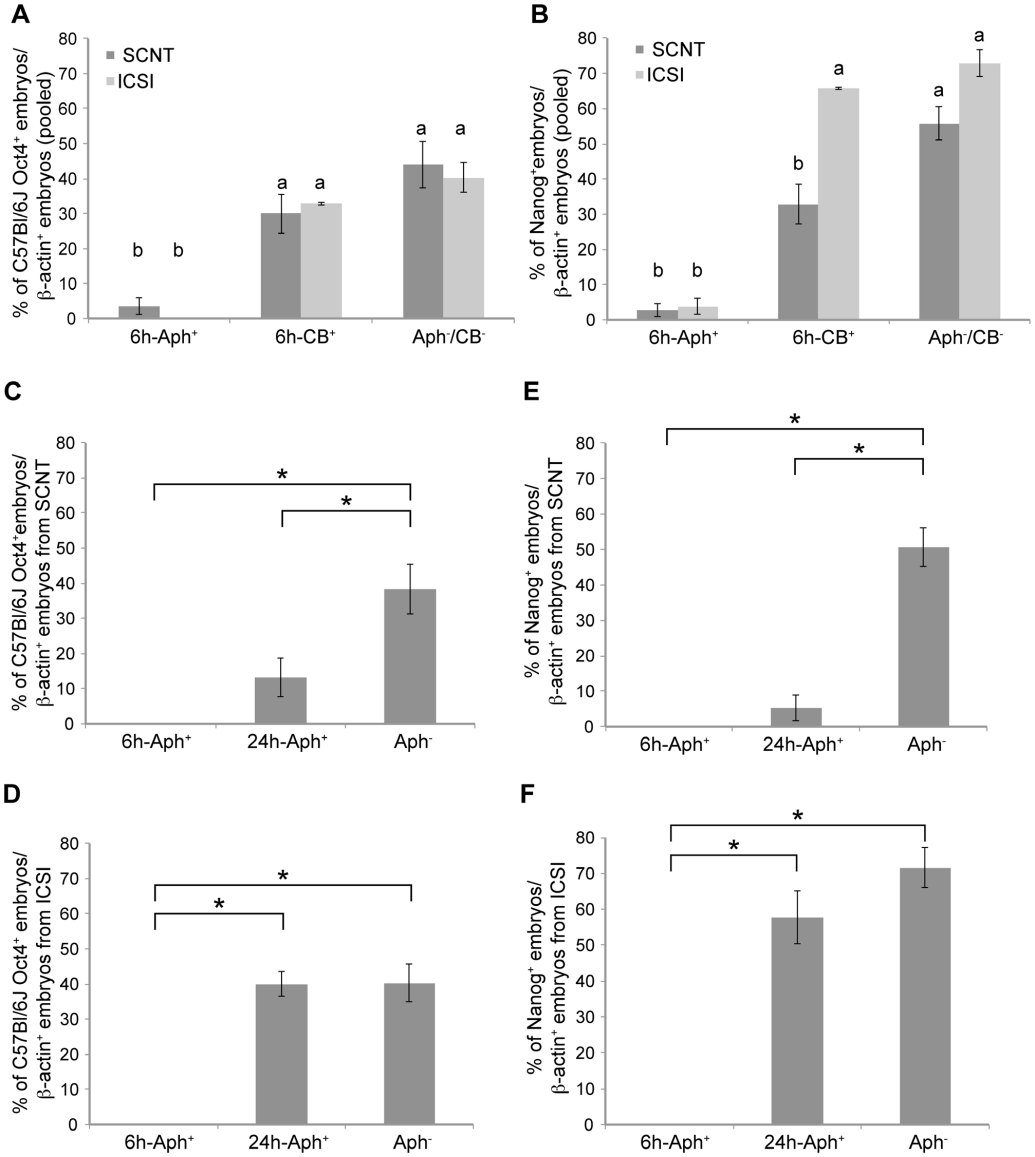
Results of individual embryos analyzed by allele-specific PCR for Oct4 and Nanog mRNA. (**A**) Pooled frequencies of Oct4 and (**B**) Nanog mRNA expression in SCNT or ICSI embryos after treatment with Aph or CB from 6 hpa. (**C**) Frequencies of Oct4 mRNA expression in SCNT embryos after treatment with Aph or CB from 6 or 24 hpa. (**D**) Frequencies of Oct4 mRNA expression in ICSI embryos after treatment with Aph or CB from 6 or 24 hpa. (**E**) Frequencies of Nanog mRNA expression in SCNT embryos after treatment with Aph or CB from 6 or 24 hpa. (**F**) Frequencies of Nanog mRNA expression in ICSI embryos after treatment with Aph or CB from 6 or 24 hpa. All of the abovementioned embryos tested positive for β-actin mRNA. Statistical significance was calculated using chi-square test with p≤0.05.

**Table 1:** PCR detection of Oct4 mRNA in SCNT and ICSI embryos (C3HxB6).

	No. embryos B6 Oct4^+^/total Oct4^+^/β-actin^+^ (% B6 Oct4^+^/β-actin^+^)		
Groups	Aph^−^	Aph^+^	CB^+^
**48 hpa SCNT (treated at 6 hpa)**	2/8/15 (13)^a^	1/8/14 (7)^a^	0/3/10 (0)^a^
**48 hpa ICSI (treated at 6 hpa)**	2/8/14 (14)^a^	0/7/14 (0)^a^	4/6/8 (50)^a^
**60 hpa SCNT (treated at 6 hpa)**	5/5/14 (36)^a^	0/5/18 (0)^b^	8/9/34 (24)^a^
**60 hpa SCNT (treated at 24 hpa)**	13/13/33 (39)^a^	5/6/38 (13)^b^	n.p.
**60 hpa ICSI (treated at 6 hpa)**	16/21/50 (32)^a^	0/6/24 (0)^b^	13/25/69 (19)^a^
**60 hpa ICSI (treated at 24 hpa)**	11/14/17 (65)^a^	18/28/45 (40)^a^	n.p.
**72–96 hpa SCNT (treated at 6 hpa)**	18/18/28 (64)^a^	1/8/25 (4)^b^	12/12/23 (52)^a^
**72–96 hpa ICSI (treated at 6 hpa)**	34/40/65 (52)^a^	0/2/40 (0)^b^	27/36/57 (47)^a^
**Pooled SCNT (treated at 6 hpa)**	25/31/57 (44)^a^	2/21/57 (4)^b^	20/24/67 (30)^a^
**Pooled ICSI (treated at 6 hpa)**	52/69/129 (40)^a^	0/15/78 (0)^b^	44/77/134 (33)^a^

Pronuclear stage oocytes at 6 hours post activation (hpa) following SCNT were cultured in 2 µg/mL aphidicolin (aph) or in 5 µg/mL cytochalasin B (CB) until 48, 60 and 72–96 hpa to test the requirement of the first round of DNA replication and cell division for reprogramming. As controls, pronuclear stage oocytes were treated the same way after ICSI, or were cultured in normal medium and allowed to cleave to 2-cell, 4-cell and morula-blastocyst stage. To test the requirement of the second round of DNA replication and cell division for reprogramming, 2-cell embryos at 24 hpa were cultured in 2 µg/mL aph or in 5 µg/mL CB until 60 hpa and were compared with time-matched 8-cell embryos. As controls, 2-cell embryos were treated the same way after ICSI. For each treatment and type of embryo, results are given as ratio of frequencies, as follows: embryos expressing C57Bl/6J Oct4 mRNA/embryos expressing Oct4 mRNA/embryos positive for β-actin mRNA. Statistical analysis was conducted on the ratio C57Bl/6J Oct4/β-actin mRNA using chi-square test and applying the Bonferroni correction for multiple comparisons.

a,b : different superscripts within same row indicate significant difference (chi-square test).

n.p.: not performed.

total Oct4: Oct4 from maternal, paternal/somatic, or bi-allelic origins.

An *Oct4-GFP* transgene (OG2 mice) gave us the opportunity to reach beyond mRNA and see if the green fluorescent protein that reflects the *Oct4* promoter activity would be produced after suppression of the first round of DNA replication. Accordingly, C3H/HeN oocytes received an *Oct4-GFP* cumulus cell nucleus or were fertilized with *Oct4-GFP* sperm from OG2 mice. Upon regular cleavage, these oocytes turned into green-fluorescent blastocysts (Figure 6); however, no specimen in the Aph^+^ group was positive for GFP, neither after SCNT nor after ICSI (Table 2). The bright field images document the morphology of embryos cultured from 6 to 96 hpa in the presence of Aph (Figure 6).

**Figure 6:**
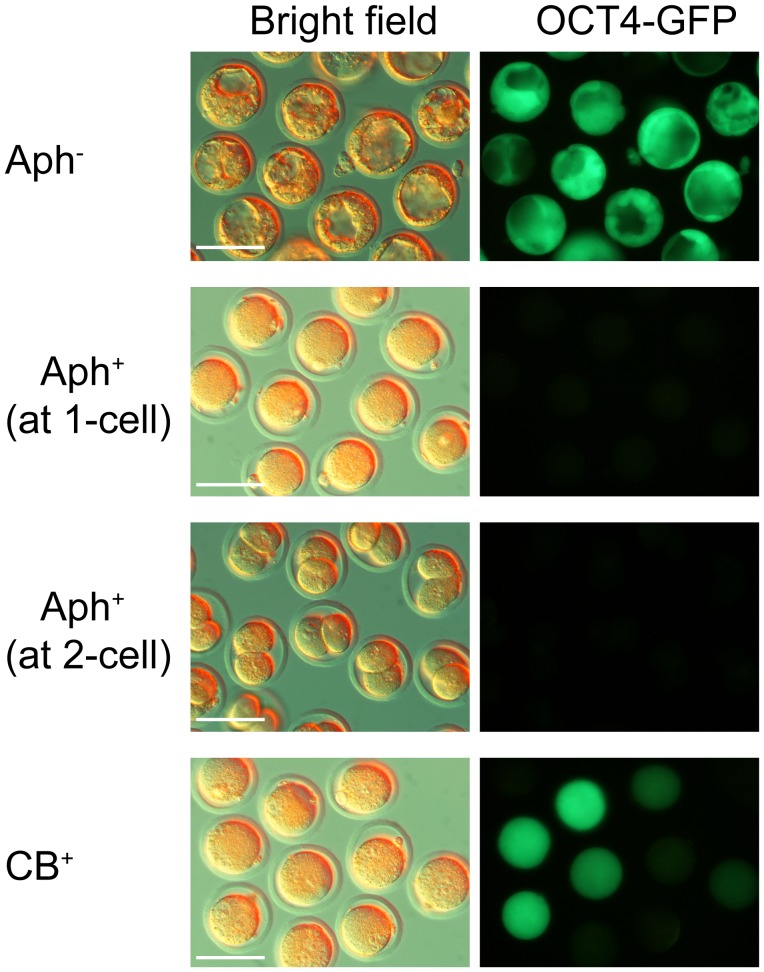
Representative images of Aphidicolin (Aph) or cytochalasin B (CB) treated embryos derived from *Oct4-GFP* nuclei. Aph^−^: control embryos not treated with Aph cleave as expected and express OCT4-GFP. Aph^+^: embryos treated with 2 µg/mL Aph at the 1- or 2-cell stage, which blocks DNA replication and thereby cell division (cytokinesis), fail to express OCT4-GFP. CB: treatment with 5 µg/mL CB prevents cytokinesis without affecting DNA synthesis and OCT4-GFP expression. Scale bar 100 µm.

**Table 2:** OCT4-GFP expression in SCNT and ICSI embryos (C3HxOG2).

	GFP^+^/total (%)		
Groups	Aph^−^	Aph^+^	CB^+^
**96 hpa SCNT (treated at 6 hpa)**	59/65 (90.8)^a^	0/52 (0)^b^	28/75 (37.3)^b^
**96 hpa SCNT (treated at 24 hpa)**	59/65 (90.8)^a^	0/211 (0)^b^	8/13 (61.5)^b^
**96 hpa ICSI (treated at 6 hpa)**	36/36 (100)^a^	0/27 (0)^b^	45/54 (83.3)^b^
**96 hpa ICSI (treated at 24 hpa)**	36/36 (100)^a^	n.p.	28/28 (100)^a^

To test the requirement of first round DNA replication and cell division for reprogramming, pronuclear oocytes at 6 hours post activation (hpa) were cultured in 2 µg/mL aphidicolin (aph) or in 5 µg/mL cytochalasin B (CB) until 96 hpa. In parallel, pronuclear oocytes were allowed to cleave and reach the blastocyst stage. To test the requirement of second round DNA replication and cell division for reprogramming, 2-cell embryos at 24 hpa were cultured in 2 µg/mL aph or in 5 µg/mL CB until 96 hpa and were compared with time-matched blastocyst-stage embryos. For each treatment and type of embryo, results are given as frequencies of embryos expressing GFP/embryos imaged. These frequencies, given as percent, were analyzed using chi-square test and applying the Bonferroni correction for multiple comparisons.

a,b : different superscripts within same row indicate significant difference (chi-square test).

n.p.: not performed.

We then tested the role of the second round of DNA replication in transcriptional reprogramming of *Oct4*. C3HxB6 embryos were subjected to Aph treatment as described except that they were treated at 24 hpa, just after they had reached the 2-cell stage (Figure 1A). In this case, one cell division and one single round of replication would have completed, allowing for opening of chromatin and access of reprogramming factors to the *Oct4* locus. At 60 hpa the Aph^+^ embryos (2-cell arrested) and the Aph^−^ embryos (progressed further) were examined individually for the presence of β-actin and Oct4 mRNA. Compared to the permanent suppression of DNA replication, suppression from the 2-cell stage onward allowed for more SCNT embryos to express the C57Bl/6J Oct4 mRNA (rising from 0% to 13% of the β-actin mRNA-positive embryos; chi-square test, p = 0.11; Table 1; Figure 5C). This increase lags behind the increase observed in ICSI embryos (from 0% to 40% of the β-actin mRNA-positive embryos; chi-square test, p = 0.0003; Table 1; Figure 5D). When C3H/HeN oocytes received an *Oct4-GFP* cumulus cell nucleus or were fertilized with *Oct4-GFP* sperm from OG2 mice, no specimen was positive for GFP fluorescence in the Aph^+^ group, whether SCNT or ICSI, in contrast to the Aph^−^ group (Table 2; Figure 6). The bright field images document the morphology of embryos cultured from 24 to 96 hpa in the presence of Aph (Figure 6).

Taken together, these data show that the first round of DNA synthesis is necessary for the transcriptional reprogramming of *Oct4* in SCNT embryos. However, the requirement for DNA replication is not unique to SCNT embryos, since *Oct4* expression from sperm alleles is also prevented when the first round of DNA synthesis is suppressed after fertilization. Failure to detect any Oct4 mRNA in a proportion of the ICSI embryos positive for β-actin mRNA attests to the detrimental effect of micromanipulation (including *in vitro* culture) on gene expression, regardless of somatic nuclear reprogramming.

### Insufficiency of the First Round of DNA Synthesis for Transcriptional Activation of Somatic and Sperm *Nanog* Gene

Like OCT4, NANOG is a key reprogramming factor and marker of pluripotency; unlike OCT4, NANOG is not present as maternal product in MII oocytes [25]. Therefore, the appearance of Nanog mRNA after SCNT is *per se* evidence that transcriptional reprogramming has occurred at this locus, waiving the need for allelic discrimination analysis (Figure 4B).

We compared frequencies of Nanog mRNA expression in Aph^+^ specimens with Aph^−^ specimens using the chi-square test. The results of RT-PCR analysis are summarized in Table 3. After SCNT, Nanog mRNA was not detected in any of the C3HxB6 embryos at 24 hpa (data not shown). At 48, 60 and 72–96 hpa, 6%, 0% and 4% of the Aph^+^ SCNT embryos express Nanog mRNA, respectively, as compared to 30%, 63%, 59% of Aph^−^ counterparts (see Table 3 for pairwise comparisons; pooled, p = 1.85E-13; Figure 5B). Analogous to SCNT, Aph treatment also reduced the frequency of Nanog mRNA expression after ICSI, as compared to Aph^−^ embryos (see Table 3 for pairwise comparisons; pooled, p = 5.24E-22; Figure 5B). Irrespective of SCNT or ICSI, frequencies of Nanog mRNA expression in Aph^−^ embryos (positive for β-actin mRNA) never reached 100% (Table 3). By contrast, 100% (12/12) of blastocysts recovered *in vivo* and processed immediately for analysis were positive for Nanog mRNA (data not shown).

**Table 3:** PCR detection of Nanog mRNA in SCNT and ICSI embryos (C3HxB6).

	No. embryos Nanog^+^/β-actin^+^ (%)		
Groups	Aph^−^	Aph^+^	CB^+^
**48 hpa SCNT (treated at 6 hpa)**	6/20 (30)^a^	1/17 (6)^a^	1/10 (10)^a^
**48 hpa ICSI (treated at 6 hpa)**	9/14 (64)^a^	1/14 (7)^b^	7/8 (88)^a^
**60 hpa SCNT (treated at 6 hpa)**	34/54 (63)^a^	0/27 (0)^b^	12/34 (35)^b^
**60 hpa SCNT (treated at 24 hpa)**	10/33 (30)^a^	2/38 (5)^b^	n.p.
**60 hpa ICSI (treated at 6 hpa)**	32/50 (64)^a^	0/24 (0)^b^	38/69 (55)^a^
**60 hpa ICSI (treated at 24 hpa)**	16/17 (94)^a^	26/45 (58)^b^	n.p.
**72–96 hpa SCNT (treated at 6 hpa)**	23/39 (59)^a^	1/28 (4)^b^	9/23 (39)^a^
**72–96 hpa ICSI (treated at 6 hpa)**	53/65 (82)^a^	2/40 (5)^b^	43/57 (75)^a^
**Pooled SCNT (treated at 6 hpa)**	63/113 (56)^a^	2/72 (3)^b^	22/67 (33)^b^
**Pooled ICSI (treated at 6 hpa)**	94/129 (73)^a^	3/78 (4)^b^	88/134 (66)^a^

Pronuclear oocytes at 6 hours post activation (hpa) following SCNT were cultured in 2 µg/mL aphidicolin (aph) or in 5 µg/mL cytochalasin B (CB) until 48, 60 and 72–96 hpa to test the requirement of the first round of DNA replication and cell division for reprogramming. As controls, pronuclear oocytes were treated the same way after fertilization, or were cultured in normal medium and allowed to cleave to 2-cell, 4-cell and morula-blastocyst stage. To test the requirement of the second round of DNA replication and cell division for reprogramming, 2-cell embryos at 24 hpa were cultured in 2 µg/mL aph or in 5 µg/mL CB until 60 hpa and were compared with time-matched 8-cell embryos. As controls, 2-cell embryos were treated the same way after fertilization. For each treatment and type of embryo, results are given as ratio of frequencies, as follows: embryos expressing Nanog mRNA/embryos positive for β-actin mRNA. Statistical analysis is conducted on the ratio Nanog/β-actin mRNA using chi-square test and applying the Bonferroni correction for multiple comparisons.

a,b : different superscripts within same row indicate significant difference (chi-square test).

n.p.: not performed.

We then tested the role of the second round of DNA replication in transcriptional reprogramming of *Nanog*. C3HxB6 embryos were subjected to Aph treatment at the 2-cell stage and examined individually for presence of Nanog mRNA at 60 hpa, when Nanog mRNA is detected in the majority of untreated counterparts. Compared to the permanent suppression of DNA replication, the proportion of SCNT embryos positive for Nanog mRNA did not increase when suppression took place from the 2-cell stage onward (0% vs. 5% of the β-actin mRNA-positive embryos, chi-square test, p = 0.23; Table 3; Figure 5E). ICSI embryos scored a marked increase of positives for Nanog mRNA (from 0% to 58% of the β-actin mRNA-positive embryos; chi-square test, p = 2.39E-06; Table 3; Figure 5F).

Taken together, these data show that the first round of DNA synthesis is not sufficient for the transcriptional reprogramming of *Nanog* in SCNT embryos. Furthermore, this observation is not unique to SCNT embryos, since *Nanog* expression is also prevented when the first round of DNA synthesis is suppressed after fertilization. Failure to detect Nanog mRNA in 44% of the SCNT and 27% of the fertilized morulae/blastocysts (positive for β-actin mRNA) suggests that preimplantation development unfolded in the absence of NANOG, which unlike OCT4, is not supplied to the embryo via the oocyte.

### Cell Division is Dispensable for Transcriptional Activation of *Oct4* and *Nanog* Genes in Cloned and Fertilized Mouse Embryos

Because Aph^+^ pronuclear-stage C3HxB6 embryos arrest at G1/S phase and do not progress in their cell cycle, cell-cell interactions that would normally arise during development and that might play a role in reprogramming also cannot form. To test if the results obtained can be accounted for by missing cell-cell interactions, we performed a drug treatment with 5 µg/mL cytochalasin B (CB), which prevents cell division (cytokinesis) without affecting DNA synthesis. As a result, the embryo remained at the 1-cell stage but became more and more polyploid [26]. The pronuclear-stage embryos were treated at the same time when we would have performed the Aph treatment (6 hpa), and were analyzed at 48, 60 and 72–96 hpa (Table 1) for frequencies of gene expression using the chi-square test. Among the SCNT embryos, pooled frequencies of somatic Oct4 mRNA expression were not significantly different in the CB^+^ (30%) and CB^−^ (Aph^−^, 44%) groups (chi-square test, p = 0.11)(Figure 5A). Among the fertilized embryos, pooled frequencies of sperm’s Oct4 mRNA expression were similar in the CB^+^ (33%) and CB^−^ (40%) groups (chi-square test, p = 0.21)(Figure 5A). When cumulus cells and sperm of *Oct4-GFP* mice were used, a substantial share of derivative embryos were positive for GFP fluorescence in the CB^+^ group, albeit with lower frequencies (37% and 83%, respectively; Table 2) or lower fluorescence intensity (Figure 6) than in the untreated group.

In the case of *Nanog* (Table 3), frequencies of mRNA detection were significantly different in the CB^+^ and CB^−^ groups after SCNT (33% vs 56%, chi-square test, p = 0.003) but were similar after fertilization (66% vs 73%, chi-square test, p = 0.21)(Figure 5B). These results show that cell-cell interactions are not required to activate the *Oct4* and *Nanog* loci, whether somatic or gametic; however, they may influence the penetrance or completeness of their activation after SCNT (Table 1, 3).

## Discussion

The central finding of our study is that nuclear transfer alone affords no immediate transition from a somatic to an Oct4- and Nanog-positive gene expression pattern, unless DNA replication is also in place within the mouse ooplasm. Without DNA replication from the first cell cycle, several mRNAs are elevated, but not Oct4 and Nanog, which are essential players of reprogramming in transcription factor-induced pluripotency. 

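Oct4 (Pou5f1, chromosome 17, gene identifier 18999), the transcription factor at the core of pluripotency, was not detected on any Aph+ array by the probe taken for it, while a second probe was detected on 1 of 3 fertilized Aph+ arrays and not on the SCNT Aph+ array. Its mean log2 signal was 6.05 in the MII oocyte, 6.60 ± 0.42 (SD, n = 3) in fertilized Aph- embryos, 6.13 ± 0.22 (SD, n = 3) in SCNT Aph- embryos, 4.50 ± 0.20 (SD, n = 3) in fertilized Aph+ embryos and 4.22 on the SCNT Aph+ array. Set against the oocyte, Oct4 fell in SCNT Aph+ embryos by 1.84 (standard error 0.42, adjusted p = 0.00821 from limma), and by 1.55 in fertilized Aph+ embryos (standard error 0.34, adjusted p = 0.00469), which is at least 1.06-fold and at least 1.14-fold lower. In Aph- embryos its difference from the oocyte did not pass the test, at 0.08 after SCNT (standard error 0.34, adjusted p = 0.918) and 0.54 after fertilization (standard error 0.34, adjusted p = 0.237). By the second Oct4 probe, also detected on 7 arrays but not in the oocyte, SCNT Aph+ lay at -1.18 from the oocyte (standard error 0.62, adjusted p = 0.195 over all probes) and fertilized Aph+ at -0.03 (standard error 0.51, adjusted p = 0.979 over all probes). The fall of Oct4 below the oocyte thus rests on 1 probe. The second probe just missed the detection threshold in the oocyte, with a log2 value of 5.56. On the fertilized Aph+ arrays it lay at 5.01, 5.35 and 6.24, of which only the last was detected, and on the SCNT Aph+ array at 4.39. It thus showed no fall in fertilized Aph+ embryos, but so close to background it cannot exclude one.
Nanog (chromosome 6, gene identifier 71950), a homeodomain factor of the inner cell mass, was detected neither in the oocyte nor on the SCNT Aph+ array, where the log2 signals were 4.34 and 4.28. In fertilized Aph+ embryos it was detected on 1 of 3 arrays, the array labelled 96 h, with a mean of 5.61 ± 2.30 (SD, n = 3), a difference from the oocyte of 1.27 (standard error 1.23, adjusted p = 0.477) that was -0.05 without that array. With replication Nanog rose, to 10.3 ± 0.065 (SD, n = 3) after SCNT, at least 24.9-fold over the oocyte (5.97, standard error 1.23, adjusted p = 0.00294), and to 9.66 ± 0.11 (SD, n = 3) after fertilization, at least 15.9-fold (5.32, standard error 1.23, adjusted p = 0.00575). In the 2 cumulus arrays the mean signal was 4.18 for Oct4 and 4.43 for Nanog. The paper draws on the microarray set raised without replication, on RT-PCR of single embryos and, for Oct4, on fluorescence of an Oct4-GFP transgene. It states that some mRNAs rise when replication is blocked from the first cell cycle while Oct4 and Nanog do not, and concludes that transfer of the nucleus alone does not bring about their expression.

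**Figure D2:**
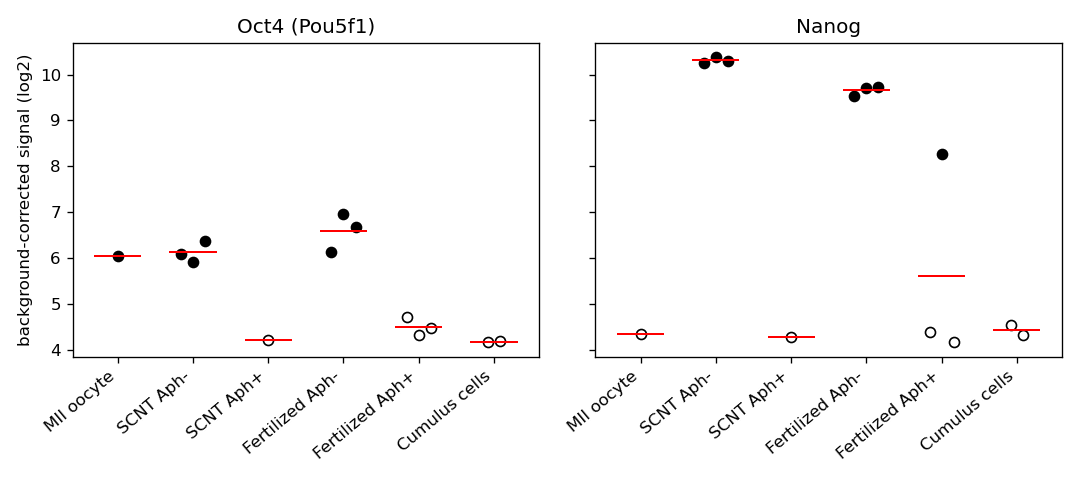
Log2 signal of Oct4 and Nanog (vertical axes) on each of the 13 arrays by group (horizontal axes), with filled points for arrays on which the probe was detected above background, open points for the others, and a red line at each group mean. Open points mark every Aph+ array for the Oct4 probe taken for the gene, and for Nanog a single fertilized Aph+ array is filled. The second Oct4 probe, detected on 1 of 3 fertilized Aph+ arrays, is not drawn.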

Allowing only the first round of embryonic DNA replication enables the transcriptional elevation of *Oct4* and to a lesser extent *Nanog*. Unlike DNA replication, cell division and thereby cell-cell interactions are not necessary for transcriptional activation of these genes. Similar effects were also observed in fertilized embryos.

As measured by microarray analysis conducted on pools of embryos, suppression of embryonic DNA replication from the first round using aphidicolin allows ≥2-fold upregulation of a subset (≈25%) of embryonic mRNAs that do not include Oct4 and Nanog. This observation was not unexpected. 

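Set directly against embryos that replicated their DNA, Nanog fell by 6.02 on the log2 scale on the SCNT Aph+ array, at least 20.3-fold (standard error 1.23, adjusted p = 0.00550 from limma, 1 array against 3), and by 4.05 in fertilized Aph+ embryos (standard error 0.87, adjusted p = 0.00434, 3 arrays against 3). The latter difference was -5.38 without the Aph+ array labelled 96 h and -3.33 without that labelled blastocyst. Oct4 fell by 1.91 after SCNT, at least 1.12-fold (standard error 0.34, adjusted p = 0.00278), and by 2.09 after fertilization, at least 1.66-fold (standard error 0.24, adjusted p = 1.14e-04). By the second Oct4 probe the differences were -1.11 (standard error 0.51, adjusted p = 0.143 over all probes) and 0.32 (standard error 0.36, adjusted p = 0.515 over all probes). Of 29 genes of pluripotency and the inner cell mass, 13 were lower and 1 higher on the SCNT Aph+ array (14 and 1 over the list alone), with a median of -1.31, or -0.25 at the bounds (camera adjusted p = 1.11e-04, and adjusted p = 0.0446 with an estimated correlation). In fertilized Aph+ embryos 9 were lower and 5 higher, with the same counts over the list alone (median -0.51, or -0.18 at the bounds, camera adjusted p = 0.168). Klf5, which maintains the inner cell mass and trophectoderm, was at least 16.2-fold lower after SCNT and fell by 2.85 on the log2 scale after fertilization, and Tbx3, another pluripotency factor, was at least 6.64-fold and at least 7.37-fold lower, while Tcl1, an activator of Akt that is abundant in oocytes, was 8.54-fold higher in fertilized Aph+ embryos.
Against the oocyte the list showed 2 higher and 9 lower on the SCNT Aph+ array, with the same counts over the list alone (median -0.05 that was 0.08 with 75th percentile scaling, camera adjusted p = 0.213), and 9 higher and 5 lower in fertilized Aph+ embryos (10 and 6 over the list alone, camera adjusted p = 0.266). In SCNT Aph- embryos 10 were higher and 2 lower, with the same counts over the list alone (camera adjusted p = 0.126), and in fertilized Aph- embryos 13 were higher and 2 lower, with the same counts over the list alone (camera adjusted p = 0.0232, and adjusted p = 0.145 with an estimated correlation).
Of 36 trophectoderm genes, 20 were lower and 1 higher under Aph after SCNT and 23 were lower and 1 higher after fertilization, with the same counts over the list alone. Their medians were -1.60 and -2.58, or -1.15 and -2.16 at the bounds (camera adjusted p = 3.65e-07 and 3.79e-06, and adjusted p = 0.0309 and adjusted p = 0.0452 with an estimated correlation). Cdx2 fell by 6.17 after fertilization (standard error 0.50, adjusted p = 1.44e-05), Eomes, a T-box factor of the trophoblast, was at least 11.2-fold lower there, and Elf3, an epithelial transcription factor, was at least 25.7-fold lower after SCNT. Genes typical of the oocyte stayed higher than in Aph- embryos. Of 47, 33 were higher and 3 lower after SCNT and 38 were higher and 3 lower after fertilization, with the same counts over the list alone and medians of 3.55 and 3.29, or 2.85 and 2.99 at the bounds (camera adjusted p = 5.21e-16 and 9.49e-15, and adjusted p = 0.0309 and adjusted p = 0.0452 with an estimated correlation). Oosp1, a protein secreted by oocytes, was at least 103-fold higher after SCNT and rose by 6.61 on the log2 scale after fertilization. Of 53 DNA replication genes, 26 were lower and 5 higher after SCNT (29 and 5 over the list alone), with a median of -1.62, or -1.19 at the bounds (camera adjusted p = 1.21e-05, and adjusted p = 0.0187 with an estimated correlation), and 19 were lower and 12 higher after fertilization, with the same counts over the list alone (median -0.26, camera adjusted p = 0.311). Of 35 cell junction genes, 13 were lower and 4 higher after SCNT, with the same counts over the list alone (camera adjusted p = 0.0969), and 17 were lower and 1 higher after fertilization, with the same counts over the list alone and a median of -0.43 at the bounds (camera adjusted p = 2.74e-04, and adjusted p = 0.0738 with an estimated correlation). Cldn4, a protein of tight junctions, was at least 25.3-fold lower after SCNT and fell by 5.58 on the log2 scale after fertilization.
In all, 1338 genes were higher and 1443 lower on the SCNT Aph+ array than in SCNT Aph- embryos, and 1870 were higher and 2454 lower in fertilized Aph+ than Aph- embryos (limma, adjusted p under 0.05). With 75th percentile scaling the fertilized counts were 2785 and 2292, and with no filter on detection the SCNT counts were 1916 and 1353. Cumulus markers were higher on the SCNT Aph+ array than in SCNT Aph- embryos for 22 of 32 genes and lower for none (23 and none over the list alone), with a median of 1.97, or 1.39 at the bounds (camera adjusted p = 9.24e-11, and adjusted p = 0.0410 with an estimated correlation).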

On the one hand, cell fusion studies revealed that certain genes that are silenced “in cis” may not be reprogrammed independent of DNA replication, as opposed to genes that are regulated “in trans” by trans-acting factors [27]. On the other hand, microarray analysis suffers from the averaging effect of this type of analysis conducted on pools of cells, whereby the slower accumulation of mRNAs transcribed from somatic loci in cloned mouse embryos [28], [29] makes it even less likely that these mRNAs will cross a 2-fold threshold. Therefore, we examined individual embryos for mRNAs of pluripotency genes *Oct4* and *Nanog* using a nested PCR assay.

The proportion of SCNT embryos expressing *Nanog* and somatic (C57Bl/6J) *Oct4* was reduced to almost nil when DNA replication was suppressed from the first round. A similar effect was observed in fertilized embryos. At variance with our observation, Byrne and colleagues reported on the transcription of the human and mouse somatic *Oct4* loci after cross-species SCNT into the *Xenopus* germinal vesicle (GV), which is a non-permissive environment for DNA replication [16]. We think our results and those of Byrne and colleagues can be reconciled with each other. We note that in Byrne and colleagues’ experimental setting, 100–200 nuclei were transplanted per GV, whereby the activation of *Oct4* in only a minority of the transplanted nuclei would have led to the interpretation that DNA replication is not a requirement for reprogramming. If Byrne and colleagues had examined reprogramming events i.e. nuclei individually, then their interpretation might have been similar to ours. Our mouse data, which are based on single transplanted nuclei, show that, when DNA replication was suppressed from the first round, transcriptional reprogramming only occurred in very rare exceptions.

In contrast to the total block of DNA replication from the first round, blocking DNA replication from the second round proved more permissive (albeit far from completeness) for the transcriptional activation of the somatic *Oct4* locus, while the somatic *Nanog* locus remained almost completely silent after SCNT. In regard to *Nanog*, we speculate that more requirements have to be fulfilled in order for it to be transcriptionally reprogrammed, as compared to *Oct4*. For example, *Nanog* is normally expressed in the embryo later than *Oct4*. In addition, *Nanog* gene activation cannot benefit from pre-existing (maternal) NANOG, which is not present in mature mouse oocytes, in contrast to maternal OCT4, which is already present in the C3H/H3N oocyte and might create an auto-feedback loop on the C57Bl/6J *Oct4* locus. Specifically, the relevant OCT4 would have to be OCT4B, since genetic ablation of *Oct4A* in oocytes is still permissive for somatic *Oct4-GFP* transgene induction after SCNT [30], [31].

As we sought to reach beyond the Oct4 mRNA by checking the appearance of OCT4 protein in SCNT oocytes lacking DNA replication, we faced the challenge of distinguishing between oocytic (maternal) and *de novo* synthesized OCT4 protein; mRNAs can be distinguished (by SNP) but proteins cannot, unless the SNP leads to non-synonymous codon change and this altered amino acid is detectable by an antibody. Therefore, we took advantage of the abovementioned *Oct4* promoter-driven GFP transgene delivered by the somatic nucleus or by sperm. This *Oct4-GFP* transgene has been used in many reprogramming studies to date, on the assumption that it reflects the expression of the endogenous *Oct4* [13], [32], [33]. Since OCT4-GFP fluorescence was previously observed 36 hours after SCNT [2], we were astonished to see no green fluorescence, neither in SCNT nor in fertilized embryos that skipped the first or second round of DNA replication and were aged 60 hpa. Counterparts treated with CB instead of Aph were green-fluorescent. It remains to be determined if the lack of OCT4-GFP fluorescence was an off-target effect of Aph on e.g. mRNA translation [26], or an indication that transcriptional reprogramming does not always predict actuation of reprogramming downstream of mRNA. It should also be noted that the *Oct4-GFP* transgene used in this study differs from the endogenous *Oct4* because it lacks the proximal enhancer, which is dispensable for transgene expression during normal cleavage but may adopt yet unknown secondary functions when DNA replication is suppressed.

Aph does not just block DNA synthesis. The drug also precludes cell-cell interactions because it arrests cell cycle progression at the G1/S border. Such interactions may be necessary to shape the pattern of embryonic gene expression [34]. Thus we assessed the effect of missing cell-cell interactions on reprogramming using the drug cytochalasin B (CB), which disrupts the actin cytoskeleton. As reported, treatment of mouse embryos with CB resulted in polyploid ooplasms and patterns of protein synthesis that change stage-specifically, as in control embryos through cleavage [26]. In our experiment, the treatment with CB to prevent cleavage enabled similar (p>0.05) frequencies of *Oct4* and *Nanog* allele reactivation compared to the untreated control. In *Xenopus* oocytes, nuclear actin has a role in nuclear reprogramming [35]. Since CB is transiently applied to SCNT mouse oocytes to prevent polar body extrusion upon activation, we cannot rule out a role for actin in the initial phase of reprogramming that precedes the first cell division.

Irrespective of which process – DNA replication or cytokinesis – was experimentally inhibited, the response was similar in SCNT and fertilized embryos. The similar response of SCNT and fertilized embryos to the block of the first round of DNA replication suggests that the requirement of DNA replication is not specific in regard to the oocyte manipulation procedure (SCNT vs ICSI). Either the molecular machinery involved in oocyte-mediated reprogramming shares components with the machinery responsible for processing the sperm nucleus, or Aph affects converging parts of distinct pathways. This is consistent with the hypothesis that mechanisms of reprogramming may be nothing but the same mechanisms in place for fertilization, hijacked to process somatic chromatin instead of sperm chromatin [36].

There is one final issue raised by our study. So far, problems with cloning have been blamed on the failure of gene expression reprogramming, and this is probably the main cause overall. However, even among the fertilized embryos, there was a proportion that did not contain detectable mRNA for Oct4 or Nanog, despite the presence of β-actin mRNA. In previous studies, fertilized mouse embryos without detectable Oct4 mRNA accrued 10% after IVF/ICSI, as compared to 0% or max. 3–4% for blastocysts that were produced by fertilization *in vivo* [6], [32], [37]. After SCNT, 25% of the blastocysts were reported by Bortvin and colleagues to lack detectable Oct4 mRNA [37], which matches the 36% of blastocysts with no detectable Oct4 mRNA observed in the present study. In the case of *Nanog*, 44% and 27% of all SCNT and ICSI embryos (pooled results) were Nanog mRNA-negative but β-actin-mRNA positive. Taken together, our data show that *in vitro* manipulation *per se* has an effect on gene expression regardless of somatic reprogramming. Therefore, as remarked by Solter [6], we should be apprehensive about possible consequences for the genome and for the phenotype in micromanipulations conducted on oocytes, beyond the case of *Oct4*.

## Conclusions

Our results demystify the portrayal of oocytes as special reprogrammers: DNA replication is an integral part of the oocyte’s reprogramming machinery, similar to what has been observed in transcription factor-induced pluripotency. Furthermore, our results challenge the view that reprogramming occurs within hours following nuclear transfer into mouse oocytes, as seen for SCNT into zygotes [2]; reprogramming at the *Oct4* and *Nanog* loci does not happen within hours nor even within days without DNA replication. It also is interesting to note that the recipient zygotes in Egli and colleagues’ study had undergone one round of DNA replication, since they were used in M-phase. Last but not least, the similar effects seen in SCNT and fertilized embryos may indicate that the mere micromanipulation and *in vitro* culture contribute at least in part to the defects of oocyte-mediated reprogramming.

## Materials and Methods

### Mice

Six to 8-week-old C3H/HeN mice were used as metaphase II (MII) oocyte donors. Ten week-old C57Bl/6J mice were used as cumulus cell and sperm donors. These mice were reared in house under specified pathogen-free conditions, were housed in groups of 5 in Type II L individually ventilated cages, and were fed on Harlan 2020SX diet. In order to detect reprogramming by means of *Oct4* promoter driven GFP, C57Bl/6J mice were replaced with OG2 mice of either sex that carry an *Oct4-GFP* transgene (JAX stock number 004654). Mice were superovulated by intraperitoneal injection of pregnant mare serum gonadotropin (PMSG; Intergonan, Intervet, 10 IU) and human chorionic gonadotropin (hCG; Ovogest, Intervet, 10 IU) 48 hours apart. Mice were sacrificed by cervical dislocation and metaphase II oocytes were collected from oviducts 14 hours post hCG. Except for the hormone injections used to collect the oocytes, no *in vivo* procedure was conducted on the mice, which were maintained and used for superovulation according to institutional guidelines and approval by the local ethics committee (Landesamt für Natur, Umwelt und Verbraucherschutz, NRW, Germany; permit number 87–51.04.2010.A387).

### SCNT (Somatic Cell Nuclear Transfer)

SCNT was performed as previously described [38]. Briefly, the chromosomal spindle of C3H/HeN oocytes was removed from recipient oocytes by gentle suction in a piezo-operated microcapillary needle (10 µm inner diameter, back-loaded with mercury) in the presence of cytochalasin B (CB, 1 µg/ml in Hepes-buffered CZB medium). A single C57Bl/6J or OG2 cumulus cell nucleus was transplanted into enucleated ooplasts by injection with a piezo-operated microcapillary needle (7 µm inner diameter, back-loaded with mercury) in the presence of polyvinylpyrrolidone (m.w. 40 kDa, 1% in Hepes-buffered CZB medium). The nucleus-transplanted ooplasts were parthenogenetically activated in Ca^2+^-free α-MEM supplemented with 10 mM SrCl_2_ and 5 µg/ml CB. All micromanipulations were conducted in Hepes-buffered CZB medium (containing 5.56 mM glucose) under Nomarski optics at 29°C room temperature. Recovery from micromanipulation was allowed in α-MEM medium (ooplasts) or in α-MEM and Hepes-buffered CZB medium mixed 1∶1 (nucleus-transplanted ooplasts) for 1 hour.

### Intracytoplasmic Sperm Injection (ICSI)

ICSI was performed by injecting a sperm head (C57Bl/6J or OG2 epididymal sperm) into a MII stage C3H/HeN oocyte, in Hepes-buffered CZB medium, using a piezo drill (PrimeTech). Two hours after injection, oocytes with a second polar body were retained for further culture.

### *In vitro* Culture of SCNT and ICSI Embryos

*In vitro* culture of SCNT and ICSI embryos was performed as previously described [39]. α-MEM was purchased (Sigma, M4525) and supplemented with BSA (2 mg/ml) and gentamicin sulphate (50 µg/ml). Embryos were cultured in groups of ∼100 in 500 µL of α-MEM medium in 4-well plates (Nunclon) without oil overlay in a humidified 37°C incubator with 5% CO_2_ in air.

### Pharmacological Inhibition of DNA Replication and Cytokinesis

Aphidicolin (Aph) (Calbiochem, 178273) was used at a concentration of 2 µg/ml to inhibit DNA synthesis. Cytochalasin B (CB) (Calbiochem, Cat. No. 250233) was used at a concentration of 5 µg/ml to inhibit network formation of actin filaments, thereby preventing cytokinesis. Stock solution of Aph and CB were prepared in dimethyl sulfoxide at 10 mg/ml and 5 mg/ml, respectively, stored at −80°C and diluted fresh to 2 µg/ml (Aph) and 5 µg/ml (CB) before each use.

### Assays for DNA and mRNA Synthesis

5-ethynyl-2′-deoxyuridine (EdU) and 5-ethynyl uridine (EU) were used to detect DNA and mRNA synthesis, respectively. For the incorporation of EdU during S-phase, the culture medium was supplemented with EdU (10 µM final concentration) prior to culture of the embryos with or without Aph for 30 min. For the incorporation of EU, a culture medium containing 1 mM EU was used to culture the embryos with or without Aph for 1 hour. Later on, according to the instructions, the embryos were fixed with 3.7% paraformaldehyde for 15 min followed by permeabilization by 0.5% Triton X-100 for 15 min at room temperature, then incubated with the Click-iT reaction cocktail for 30 min in the dark. The detection of incorporated EdU was performed using Click-iT EdU Alexa Fluor 647 imaging kit (Invitrogen, Cat. No. C10340) according to the manufacturer’s protocol. The detection of incorporated EU was performed using Click-iT RNA imaging kit (Invitrogen, Cat. No. C10330) according to the manufacturer’s instruction. Images were taken on a Nikon TE2000 microscope fitted with an UltraView RS3 confocal module.

### Transcriptome Analysis

Embryos from SCNT and fertilization with/without Aph treatment in 3 replicates, MII oocytes and cumulus cells were lysed and processed for transcriptome analysis by microarray using the Illumina BeadStation 500 (Illumina, San Diego, CA, USA) platform as previously described by Schwarzer and colleagues [40]. Briefly, total RNA was extracted using the ZR RNA MicroPrep kit (Zymo Research, R1061). Biotin-labeled cRNA was generated using the TargetAmp 2-Round Biotin-aRNA Amplification Kit 3.0 (Epicentre, TAB2R71024), of which 150 ng/µl was used for each hybridization reaction of 17 hours onto Mouse WG6 v2 expression BeadChips (Illumina). Chips were stained with streptavidin-Cy3 (GE Healthcare) and scanned using an iScan reader (Illumina). Thereafter, the bead intensities were mapped to gene information via BeadStudio 3.2 (Illumina). Microarray data of the embryos from SCNT and fertilization *in vitro* with/without Aph treatment, and from oocytes, were deposited at the NCBI Gene Expression Omnibus [41] and are accessible through GEO Series accession number GSE53497 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gxihoikadlijfed&acc=GSE53497).

### Nested PCR Analysis of Oct4 and Nanog mRNA

RNA from single embryos was extracted using ZR RNA MicroPrep kit (Zymo Research, Cat. No. R1061). Complementary DNA synthesis was performed using the High Capacity cDNA Reverse Transcription Kit (Invitrogen) according to manufacturer’s instruction. A nested PCR was performed to amplify part of the *Oct4* cDNA containing a BamH1 sensitive single nucleotide polymorphism (SNP). Primer sequences of Oct4 were: Primer set 1: forward primer: GTCCCTAGGTGAGCCGTCTT; reverse primer: TCGAACCACATCCTTCTCTAGC with PCR conditions being 95°C 5 min; 95°C 30 s; 59°C 30 s; 72°C 50 s; 25 cycles; 72°C 5 min. Primer set 2: forward primer: GTGAGCCGTCTTTCCACCAG; reverse primer: AACACCTTTCCAAAGAGAACGC with PCR conditions being 95°C 5 min; 95°C 30 s; 59°C 30 s; 72°C 50 s; 32 cycles; 72°C 5 min. The PCR product of Oct4 was digested for 10 min at 37°C using FastDigest BamH1 (Thermo Scientific) followed by agarose gel electrophoresis. Primer sequences for Nanog’s nested PCR were: Primer set 1: forward primer: TACCTCAGCCTCCAGCAGAT; reverse primer: CCTCCAAATCACTGGCAG with PCR conditions being 95°C 5 min; 95°C 30 s; 59°C 30 s; 72°C 50 s; 25 cycles; 72°C 5 min. Primer set 2: forward primer: AACCTGAGCTATAAGCAGGTTAAGA; reverse primer: TTATGGAGCGGAGCAGCATT; with PCR conditions being 95°C 5 min; 95°C 30 s; 59°C 30 s; 72°C 50 s; 32 cycles; 72°C 5 min. The PCR product was analyzed by agarose gel electrophoresis. β-actin was amplified as a loading control and the same nested PCR conditions as for Oct4 and Nanog were used. The primer sequences for β-actin were: Primer set 1: forward primer: AGGTCATCACTATTGGCAAC; reverse primer: ACTCATCGTACTCCTGCTTG. Primer set 2: forward primer: TCCTTCTTGGGTATGGAATCCTGT; reverse primer: TGGCATAGAGGTCTTTACGGA.

### Live-cell Imaging of OCT4-GFP

Embryos produced by SCNT of OG2 cumulus cells or by ICSI with OG2 sperm were imaged on the stage of a Nikon TE 2000 inverted microscope fitted with a Nikon ACT2U camera system, using a 10× objective and a fixed exposure time of 1 second. A mercury bulb provided blue light excitation for GFP.

### Statistical Analysis

We applied t-test to compare intensity measurements of EdU and EU, and chi-square test to compare the proportions of embryos expressing Oct4 and Nanog transcripts. P<0.05 was considered statistically significant (considering the conservative Bonferroni correction for multiple comparisons). For gene ontology analysis, we used the **G**ene **O**ntology en**RI**chment ana**L**ysis and visua**L**iz**A**tion tool (GORILLA) applying the False Discovery Rate (FDR) with Benjamini-Hochberg correction for multiple comparisons to compare enrichment in the ‘biological process’.

## Supporting Information

Table S1 **List of genes whose mRNAs are upregulated (≥2-fold) at 96 hrs post-activation relative to 6 hrs post-activation in SCNT and ICSI embryos, with or without Aph treatment.** The mRNAs that are upregulated in both Aph^+^ and Aph^−^ specimenst are subjected to GO analysis.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

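The data are 13 Illumina mouse BeadChip arrays of RNA from pools of embryos, MII oocytes and cumulus cells. Each probe has an intensity, which the authors' deposited table gives as mean bead brightness summarised with BeadStudio 3.2, linear, with no background subtraction and no normalization. Beside each intensity the authors deposited a detection p-value, the share of negative control beads that were brighter. A second deposited table holds log2 values, which the authors background-adjusted and quantile normalized before deposit, so that every column has a median of 1.35. The submitters' notes name lumi and RMA, with no version, order or role. The paper's text does not say how the arrays were normalized.

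The intensities were background-corrected, quantile normalized and put on the log2 scale by neqc of limma 3.58.1 in R 4.3.3, with an offset of 16 and with the negative controls inferred from the detection p-values, which move in 798 steps. Probes were kept when detected at p under 0.01 on at least 1 array and when they carried a gene symbol, which 1719 probes lacked. The probe with the highest mean over the 13 arrays stood for each symbol, and 9787 of 16593 genes were tested. The annotation of the platform gave the symbols, and no reference genome was at hand, so no coordinates were used.

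A single limma model with 6 groups and 7 residual degrees of freedom, followed by eBayes, gave differences, standard errors and p-values, adjusted by Benjamini-Hochberg per contrast. Against the oocyte a gene counted as higher or lower at adjusted p under 0.05 and at least 2-fold, and in other contrasts at adjusted p under 0.05. The counts set beside those of the paper use only a mean at least 2-fold over the oocyte array. Overlaps were set against independence and against 100 simulated draws of unchanged groups with the same oocyte array. Shares carry 95% Wilson intervals.

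There were 24 gene lists, written from general knowledge before the data were examined: markers of blood, cumulus cells and sperm, genes of the oocyte, the 2-cell stage, trophectoderm, primitive endoderm, and pluripotency with the inner cell mass, and genes of oxidative phosphorylation, glycolysis, cholesterol synthesis, the proteasome, ribosomal proteins, the mitochondrial ribosome, translation factors, tRNA synthetases, mRNA processing, rRNA processing, DNA replication, mitosis, chromatin regulation, cell junctions, stress and the p53 response. Lists of at least 5 measured genes were tested with limma's camera at its preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a contrast. Members were also counted with p adjusted over the list alone. The share of a list kept under Aph was ranked among 10000 random lists of the same size drawn from the genes raised in Aph- embryos and matched on expression.

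Named genes followed a fixed rule: the genes the paper names with the arrays, the 5 largest rises and 5 largest falls per contrast whose arrays all lay on the same side, and up to 4 members per list and contrast with the largest change, all but the first at adjusted p under 0.05.

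The alternatives tried were the authors' deposited log2 values, no background correction, scaling to the 75th percentile, no filter on detection, detection on at least 3 arrays, the mean of all kept probes, each array left out, a fit of only the groups compared, at least 2-fold on every array, the label's sample type as a block, eBayes with trend and robust, and only the arrays labelled 96 h. The MII oocyte and SCNT Aph+ arrays, the only ones of their groups, were never left out. The setting with only the arrays labelled 96 h kept the SCNT Aph+ array, whose label says blastocyst. Leaving out genes at least 2-fold higher in cumulus cells than in the oocyte was added after the values were seen. RT-PCR, fluorescence, EdU and EU results of the paper have no files among the sources used here and were not analysed here.

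In a self-test, arrays were simulated from the fitted mean and spread of each gene at the real group sizes, with known changes in 200 genes, 100 of them 4-fold. Of those 100, limma recovered 73 in fertilized Aph+ against Aph- embryos, 50 in fertilized Aph- embryos and 32 in SCNT Aph- embryos against the oocyte, 31 in fertilized Aph+ embryos against the oocyte, 27 in SCNT Aph+ against Aph- embryos and 0 on the SCNT Aph+ array against the oocyte, with 0 to 6 false calls per contrast. With 200 changed genes the adjusted p is stricter than with the many more called in the real arrays. Every simulated array had the same spread for a gene, so false calls from groups that vary more, such as fertilized Aph+, were not covered.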

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

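The tests of explanations, the camera tests of the interaction and the ranking of Nanog's excess were chosen after the results were seen, while the interaction test, the camera tests against the oocyte and the 2 tests of array splits were planned.

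The effect of Aph differed between SCNT and fertilized embryos for 2563 genes in limma's interaction test, which was applied because SCNT and fertilized embryos were compared. Of 32 cumulus markers 21 had a higher and 1 a lower Aph effect after SCNT (limma's camera adjusted p = 9.83e-08, and adjusted p = 0.155 with an estimated correlation). The cumulus arrays, for which the paper gives no result, held 133 cumulus-specific genes, at least 8-fold over the oocyte and over all embryo groups but SCNT Aph+, and 97.7% of these lay at least 2-fold over the oocyte on the SCNT Aph+ array, at a median of -0.65 from the cumulus cells (quartiles -1.26 and -0.20). A cumulus array under the SCNT Aph+ label is argued against by the 47 oocyte genes, which lay a median of 3.97 above the higher cumulus array (quartiles 0.58 and 5.58). RNA of cumulus cells in the pool is a candidate explanation, and transcripts of the donor nucleus, kept or made without replication, cannot be told apart from it, since both bring the same genes and there is 1 SCNT Aph+ array (the 2.26% of these genes at least 2-fold over the oocyte in fertilized Aph+ embryos decides nothing, as they were chosen to be low there).

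Genes of the 2-cell stage rose in fertilized Aph+ embryos, and the interaction test between SCNT and fertilized embryos found 24 of 29 with a lower Aph effect after SCNT. As a list neither call held (limma's camera adjusted p = 0.145 for the rise and adjusted p = 0.155 for the interaction, with an estimated correlation). The lowest median rise under 4 scalings was 2.61. Each of these scalings brings the dim Aph+ arrays to the level of the oocyte array, so they cannot decide whether normalization set the size of the rise. Detection does not rest on scaling: 25 of the 29 genes were detected on all 3 fertilized Aph+ arrays, and 9 in the oocyte. These counts argue against normalization as the only source of the pattern. Dilution by other RNA in the SCNT Aph+ pool would lower the oocyte genes too. The 2-cell genes lay a median of -4.41 from fertilized Aph+ embryos and the oocyte genes 0.28 (upper quartile of the former -2.53, lower quartile of the latter -0.30). This cannot exclude dilution, since SCNT Aph+ embryos may have kept more maternal mRNA, which was not tested. Their array correlated with the oocyte array at 0.631, and the fertilized Aph+ arrays at 0.461 to 0.543. Lack of genome activation in SCNT Aph+ embryos stays open: the median difference from the oocyte was 0.0864, with 6 of 29 genes detected against 9 in the oocyte, but a single array keeps it from being told apart from a fault of that pool.

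Nanog was detected on the fertilized Aph+ array labelled 96 h alone, with an excess of 3.98 over the other 2 arrays that 18 of 9787 genes reached. RNA of embryos that had cleaved as far as fertilized Aph- embryos is argued against by 194 genes abundant in the latter. Their median excess was 0.50 (quartiles -0.15 and 1.63). Embryos that stopped after fewer divisions need not carry these genes, so their presence in the pool was not tested and stays open. The paper reports Nanog mRNA in many ICSI embryos treated with Aph from the 2-cell stage, and in few treated from the pronuclear stage. Pluripotency genes switched on in part of the pool stays open, since 22 other such genes had a median excess of 0.12 (quartiles -0.11 and 0.59) but went both ways, and of 9 with room to rise 1 was at least 2-fold higher. Among the 22, chosen after the values were seen, Spic lay 2.67, Stat3 2.03 and Dppa3 1.05 above the other 2 arrays. Lin28a lay at -2.05, Klf2 at -1.14 and Sall4 at -1.08 from them, while Dppa4 was already high there. With no second pool of that kind, what raised Nanog is not known.

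In fertilized Aph+ against Aph- embryos the real grouping of 6 arrays gave 4324 genes and the highest other split 0, so that 1 of 10 splits reached the value. For SCNT Aph- against fertilized Aph- embryos the real grouping gave 55 genes and the highest other split 0, again 1 of 10. With 10 splits no share under 0.05 can be reached.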

How the results depend on the processing

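With 75th percentile scaling the SCNT share of Aph- genes also raised in Aph+ was 53.16%, and 31 genes were higher in SCNT Aph- than fertilized Aph- embryos. The median of all genes moved to -0.15, 0.15 and -0.26 for SCNT Aph-, SCNT Aph+ and fertilized Aph- embryos against the oocyte, and to 0.11 and 0.25 for Aph+ against Aph- after SCNT and fertilization.

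When every array had to be at least 2-fold over the oocyte, the share was 61.21% after SCNT and 43% after fertilization, with 1629 fertilized Aph+ genes.

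With the authors' deposited values the shares were 60.56% and 58.22%, and 5 genes were higher in SCNT Aph- than fertilized Aph- embryos. The other Oct4 (Pou5f1) probe was the brighter there, and by it Oct4 differed by -2.24 for SCNT Aph+ and -0.0695 for fertilized Aph+ against the oocyte, and by -2.15 for SCNT and 0.41 for fertilized Aph+ against Aph- (limma adjusted p = 0.0937, 0.954, 0.0585 and 0.560). The choice of probe thus turned the last sign.

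With no background correction 1901 SCNT Aph- and 1641 SCNT Aph+ genes were raised, 995 in both (52.34%), and 1834 fertilized Aph- and 1606 fertilized Aph+ genes, 943 in both (51.42%). Uncorrected background shrinks folds, so dim genes miss the threshold. Krt18 on the SCNT Aph+ array lay at 1.75 from the oocyte there (limma adjusted p = 0.0529).

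With the mean of all kept probes the SCNT share was 54.51%, Pou5f1 in fertilized Aph+ embryos lay at -0.79 from the oocyte (limma adjusted p = 0.0792), and Actb in fertilized Aph+ against Aph- embryos at 1.01 (limma adjusted p = 0.0779), the reverse of its brightest probe.

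The setting with only the arrays labelled 96 h kept the SCNT Aph+ array, the only one of its group, although its label says blastocyst. There the SCNT share was 55.32%, Pou5f1 on the SCNT Aph+ array lay at -1.84 from the oocyte, and Nanog in fertilized Aph+ embryos at 3.93. Both set 1 array against 1 with the spread of the 2 cumulus arrays alone, so no p is given and no call is read from this setting.

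With only the groups compared in the fit, 831 genes were higher and 902 lower in fertilized Aph+ embryos than in the oocyte, Pou5f1 lay at -1.55 there (limma adjusted p = 0.0579), and 94 genes were higher and 140 lower in SCNT Aph- than fertilized Aph- embryos. SCNT Aph+ against the oocyte could not be run this way, with 1 array each.

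With the label's sample type as a block, 3 genes were higher and 21 lower in SCNT Aph- than fertilized Aph- embryos. Arrays of the same type did not vary together more than others, with correlations from -0.25 to 0.15, against -0.21 to 0.25 between types. With so few arrays per group this cannot show whether the types mark a real difference. With trend and robust in eBayes 8 genes were higher.

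Leaving out each array in turn gave 0 to 30 genes higher and 12 to 59 lower in SCNT Aph- than fertilized Aph- embryos, with 0 and 12 without the 96 h array of either group, and 0 higher also without the SCNT blastocyst array. It gave 2026 to 3318 genes for the interaction, SCNT shares of 56.97 to 57.29% and fertilized shares of 54.46 to 57.39%. The rise of Akr1cl on the SCNT Aph+ array lost its call in 6 of these runs (limma adjusted p = 0.0522 to 0.0576), with no filter on detection (0.0729) and with the mean of all kept probes (0.0859).

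Genes at least 2-fold higher in cumulus cells than in the oocyte were left out in a setting chosen after the values were seen. It left 1028 SCNT Aph- and 510 SCNT Aph+ genes, 170 in both (16.54%), and 1013 fertilized Aph- and 1206 fertilized Aph+ genes, 433 in both (42.74%). The filter shares the oocyte array with the counts and takes out 64.0% of SCNT Aph- and 64.7% of fertilized Aph- genes, so the fall in both shares is in part fixed by it and does not measure an effect of cumulus cells.

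With no filter on detection, or detection on at least 3 arrays, every main count stayed within 1.5 times, every share within its interval and every call of Oct4 and Nanog as it was. With no filter the balance of SCNT Aph+ against Aph- still turned, to 1916 higher and 1353 lower. Where no cause is given, the cause was not tested. Signal over background limits all folds of dim probes.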

Differences from the paper's values

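The counts here are of gene symbols, and the threshold of 2-fold is that of the paper. A value is said to differ where the larger is more than 1.5 times the smaller, so values that do not differ can still lie well apart. The paper describes triplicates of SCNT Aph+ embryos, and the values here rest on 1 such array.

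For SCNT Aph- genes at least 2-fold over the oocyte the paper gives 5246 and the count here is 2854. Of the alternatives set before the data were examined, only the authors' deposited values, with 3562, lay within 1.5 times of the paper's count, still well below it, and all others differed, from 1901 with no background correction to 2934 with only the arrays labelled 96 h.

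For the share of these genes also raised in SCNT Aph+ embryos the paper gives 25.6% and the value here is 57.29%. It differed in every alternative set before the data were examined, from 52.34% with no background correction to 61.21% with at least 2-fold on every array. In a setting chosen after the values were seen, genes at least 2-fold higher in cumulus cells than in the oocyte were left out, and it was 16.54% after SCNT and 42.74% after fertilization. That filter uses the same oocyte array and takes out 64.0% of SCNT Aph- and 80.7% of SCNT Aph+ genes, so the lower share is in part fixed by the filter and is not set against the paper's.

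For fertilized genes raised in both Aph- and Aph+ the paper gives 967 and the count here is 1601. It lay within 1.5 times with no background correction (943), with at least 2-fold on every array (1085) and, close to that limit, with 75th percentile scaling (1415). It differed with the authors' deposited values (2111), the mean of all kept probes (1474), both other filters (1601 each), the arrays labelled 96 h (1616) and each array left out (1563 to 1647).

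For the fertilized share the paper gives 25.8% and the value here is 55.78%. It differed in every alternative set before the data were examined, the lowest being 43% with at least 2-fold on every array.

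For SCNT Aph+ genes 1455 is the sum of 1342 and 113 genes counted in 2 columns of the paper's supplementary table, in a truncated copy where both columns end before the truncation and carry no group titles. The table's title sets the embryos against 6 hpa. Its columns hold 1342 genes for SCNT and 967 for fertilized embryos, the same counts that the text gives against MII oocytes, so the reference behind 1455 is not clear. The count here, against the MII oocyte, is 2642. It lay within 1.5 times with no background correction (1641) and, close to that limit, with 75th percentile scaling (2176), and it differed with the authors' deposited values (3335), no filter on detection (2780), detection on at least 3 arrays (2504), the mean of all kept probes (2472) and all others (2642).

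The paper states that the response to blocked replication was similar in SCNT and fertilized embryos, after discussing Oct4 and Nanog. Neither gene passed limma's interaction test here, at 0.18 and -1.43 by the 2 Oct4 probes and -1.97 for Nanog (limma adjusted p = 0.801, 0.131 and 0.397 over all probes). Across all genes 2563 passed that test, which rests on 1 SCNT Aph+ array that resembles cumulus cells. The paper names mRNA processing and translation for both kinds of embryo, from mRNAs raised in both Aph- and Aph+. Counted on that set here, 30 of 127 mRNA processing genes (23.6%) were raised in both after SCNT and 38 (29.9%) after fertilization, against 16.7% and 16.4% of all genes. For translation, 19 of 46 translation factors (41.3%) were raised in both in each kind of embryo. Of 55 ribosomal proteins 41 (74.5%) were after SCNT and 43 (78.2%) after fertilization. These counts were made after the values were seen. Among only the genes raised in Aph- embryos, mRNA processing ranked low against random lists after SCNT (30 of 49, percentile 9.89) and high after fertilization (38 of 49, percentile 98.4). There the percentiles after SCNT and fertilization were 42.5 and 51.8 for translation factors, and 97.4 and 99.95 for ribosomal proteins. The camera tests are of another set, all genes in Aph+ embryos against the oocyte. There the mRNA processing list passed limma's camera test in fertilized Aph+ embryos and not on the SCNT Aph+ array, and it did not hold with an estimated correlation. For translation, both the ribosomal proteins and the translation factors passed the camera test in both kinds of Aph+ embryo, and neither held with an estimated correlation. With the authors' deposited values the translation factors did not pass in fertilized Aph+ embryos (adjusted p = 0.0677).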

Other observations

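Dnmt3b, a DNA methyltransferase of the early embryo, fell without replication by 3.47 on the log2 scale after SCNT and fell by 5.08 after fertilization, while Bmi1, a Polycomb protein, was at least 7.92-fold and at least 7.59-fold higher. As a group the 49 chromatin regulators did not pass limma's camera test in any contrast: on the SCNT Aph+ array 4 were higher and 15 lower than in the oocyte, with the same counts over the list alone (adjusted p = 0.0827), and in fertilized Aph+ embryos 9 were higher and 12 lower, with the same counts over the list alone (adjusted p = 0.543). Of 17 cholesterol synthesis genes, 5 were higher and none lower on the SCNT Aph+ array (5 and 1 over the list alone, camera adjusted p = 0.125) and 4 were higher and 6 lower in fertilized Aph+ embryos, with the same counts over the list alone (camera adjusted p = 0.745). Lss, which closes the sterol ring, was at least 3.99-fold and at least 5.12-fold higher, and Srebf2, the regulator of the pathway, fell by 3.95 in fertilized Aph+ against Aph- embryos.

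Of 17 primitive endoderm genes, 3 were higher and 11 lower in fertilized Aph+ than Aph- embryos, with the same counts over the list alone (median -1.44, or -0.61 at the bounds, camera adjusted p = 0.0524), and Gata6, which specifies that lineage, fell by 4.45. After SCNT 7 were higher and 2 lower, with the same counts over the list alone (camera adjusted p = 0.0929). With the authors' deposited values the list passed in fertilized Aph+ against Aph- embryos (median -2.49, camera adjusted p = 0.0489). Of 17 blood markers, 2 were higher and 1 lower both on the SCNT Aph+ array (none over the list alone, camera adjusted p = 0.670) and in fertilized Aph+ embryos (2 and 1 over the list alone, camera adjusted p = 0.382). Aminoacyl tRNA synthetases were lower in fertilized Aph+ than Aph- embryos for 14 of 25 genes and higher for 3 (15 and 3 over the list alone), with a median of -1.29, or -1.14 at the bounds (camera adjusted p = 0.00292, and adjusted p = 0.0738 with an estimated correlation).

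Between SCNT and fertilized embryos that replicated their DNA, 16 genes were higher and 39 lower after SCNT (limma, adjusted p under 0.05), against 934 at an unadjusted p under 0.05, and correlations across genes, which are not independent replicates, were 0.936 to 0.977. The counts rest on the setting: they were 5 and 32 with the authors' deposited values, 94 and 140 with only the groups compared in the fit, and 0 to 30 and 12 to 59 with each array left out.

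Actb (chromosome 5, gene identifier 11461), which the paper measures beside Oct4 and Nanog, has 4 probes that passed the detection filter, and they moved in different directions. In fertilized Aph+ against Aph- embryos they differed by -1.28, 4.16, -3.11 and 4.28, so the array does not give a single value for this transcript.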
